# Transcriptomic and Metabolomic Analyses Reveal That Fullerol Improves Drought Tolerance in *Brassica napus* L

**DOI:** 10.3390/ijms232315304

**Published:** 2022-12-04

**Authors:** Jun-Lan Xiong, Ni Ma

**Keywords:** fullerol, *Brassica napus*, drought, carbohydrate metabolism, biosynthesis of amino acids, phenolics and flavonoids

## Abstract

Carbon nanoparticles have potential threats to plant growth and stress tolerance. The polyhydroxy fullerene—fullerol (one of the carbon nanoparticles) could increase biomass accumulation in several plants subjected to drought; however, the underlying molecular and metabolic mechanisms governed by fullerol in improving drought tolerance in *Brassica napus* remain unclear. In the present study, exogenous fullerol was applied to the leaves of *B. napus* seedlings under drought conditions. The results of transcriptomic and metabolomic analyses revealed changes in the molecular and metabolic profiles of *B. napus*. The differentially expressed genes and the differentially accumulated metabolites, induced by drought or fullerol treatment, were mainly enriched in the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways related to carbohydrate metabolism (e.g., “carbon metabolism” and “galactose metabolism”), amino acid metabolism (e.g., “biosynthesis of amino acids” and “arginine and proline metabolism”), and secondary metabolite metabolism (e.g., “biosynthesis of secondary metabolites”). For carbohydrate metabolism, the accumulation of oligosaccharides (e.g., sucrose) was decreased, whereas that of monosaccharides (e.g., mannose and myo-inositol) was increased by drought. With regard to amino acid metabolism, under drought stress, the accumulation of amino acids such as phenylalanine and tryptophan decreased, whereas that of glutamate and proline increased. Further, for secondary metabolite metabolism, *B. napus* subjected to soil drying showed a reduction in phenolics and flavonoids, such as hyperoside and trans-3-coumaric acid. However, the accumulation of carbohydrates was almost unchanged in fullerol-treated *B. napus* subjected to drought. When exposed to water shortage, the accumulation of amino acids, such as proline, was decreased upon fullerol treatment. However, that of phenolics and flavonoids, such as luteolin and trans-3-coumaric acid, was enhanced. Our findings suggest that fullerol can alleviate the inhibitory effects of drought on phenolics and flavonoids to enhance drought tolerance in *B. napus*.

## 1. Introduction

Carbon-based nanomaterials such as fullerene, graphene, single-walled carbon nanotubes, and multi-walled carbon nanotubes are the most commonly used nanomaterials [1]. The unique physical, chemical, and mechanical properties of carbon nanotubes can provide solutions to various biological problems, particularly in the fields of biotechnology, medicine, pharmaceuticals, and agriculture [1,2]. The extensive production and application of carbon-based nanomaterials increases the chances of their release into biological cycles. Plants are a prominent part of the ecosystem and may act as a potential path for the uptake, translocation, and accumulation of nanoparticles into food chains; the environment is considered to comprise a large biomass that encounters released engineered nanomaterials [3]. Therefore, understanding plant responses to carbon nanomaterial exposure could open up new frontiers in agriculture, where continuous innovation is highly needed to guarantee global food security, and address environmental challenges.

Drought is considered as the most important environmental factor that limits crop growth and productivity worldwide [4]. It is important to raise environmental awareness and improve plant drought tolerance to sustainably enhance crop quality. A number of carbon nanomaterials are being investigated for use in agriculture to increase crop productivity, and protect crops from drought stress; one of the most investigated carbon nanomaterials is fullerene [5]. Some studies have reported positive effects associated with the application of fullerene under osmotic stress on plant growth in crop plants [5,6,7]. Fullerol (one of the water-soluble derivatives of fullerene) treatment at a concentration of 14 mg L^−1^ enhanced root growth in barley under 75 mM NaCl [6]. Fullerol treatment increased the leaf and root fresh weight in drought-treated sugar beets [8]. Exogenous fullerol administration by seed priming or foliar application stimulated growth in water-stressed *Brassica napus* [9]. 

*B. napus* is an important oilseed crop worldwide, and drought can impair its growth and grain yield [10]. Exploring the use of chemicals to increase drought tolerance is vital for the production of *B. napus*. Our previous work found that fullerol could promote drought tolerance in *B. napus* at the physiological level [9]. However, the effects of fullerol on drought resistance in *B. napus* at the molecular and metabolic levels are still unknown. RNA sequencing (RNA-seq) is a critical and suitable tool for gene expression analysis, using deep-sequencing technologies with high accuracy and sensitivity [11]. It is broadly applied to track transcriptomic variation in plants, in response to abiotic and biotic stresses. Moreover, metabolomic analysis provides valuable information on system-wide changes in plant metabolism, and allows for the identification of compounds with key roles in plant stress tolerance [12,13,14].

In this study, fullerol was applied to the leaves of seedlings subjected to drought stress in *B. napus*. We combined transcriptomic and metabolomic analyses to identify differences in gene transcript levels and metabolites, between non-fullerol-treated and fullerol-treated groups under water deficit conditions. We hypothesized that substantial differential gene expression and accumulation of differential metabolites existed in the fullerol-treated group, in comparison with the control group, under drought conditions. The aim of the present study was to determine whether fullerol affected drought tolerance at the molecular and metabolomic levels in *B. napus*.

## 2. Results

### 2.1. Aboveground Biomass and Leaf Relative Water Content

Our previous work showed that water shortage significantly decreased the aboveground dry weight, as well as leaf relative water content (RWC) [9]. The drought-triggered decrease in aboveground biomass and leaf RWC were dramatically reversed by foliar application of fullerol with different concentrations (1, 10, and 100 mg L^−1^) [9]. Of these, the most effective concentration of fullerol was 100 mg L^−1^ [9]. Compared with leaves subjected to drought alone, those subjected to drought supplement with 100 mg L^−1^ fullerol treatment showed 35% and 25% increase in the aboveground dry weight and leaf RWC, respectively [9] (Figure 1). Because the most effective impact of fullerol on *B. napus* seedling subjected to soil drying was at the concentration of 100 mg L^−1^, we chose the leaves of *B. napus* treated with 100 mg L^−1^ fullerol to conduct transcriptomic and metabolic analyses.

### 2.2. Transcriptomic Analysis

#### 2.2.1. Analysis of Differentially Expressed Genes (DEGs)

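Transcript levels were measured by RNA-seq in 9 leaf libraries of the rapeseed genotype Zhongshuang 11, with 3 biological replicates in each of 3 groups. CK plants were kept at 80% of field capacity, and for both D and D + F plants the soil water was reduced to 30% by the day of sampling. D + F plants were sprayed with 100 mg/L of fullerol, a water-soluble carbon nanoparticle that carries hydroxyl groups, and the plants of the other groups were sprayed with water. Spraying began 21 days after sowing, and leaf 3 was collected 25 days after sowing. The authors removed low-quality, adapter and poly-N reads, aligned the remaining pairs to the BRAD assembly of *B. napus* with TopHat, counted reads on genes with HTSeq and converted the counts to FPKM, which scales the fragments on a gene to its length and to the size of the library. The deposited FPKM values of 104592 genes in each library were the starting point here. Each value is a whole number of read pairs scaled by 1 gene length and 1 library total, so both could be solved from the digits, and 99.998% of the values above 0 came out as whole reads. The totals behind the FPKM lay between 21939148 and 26042002 read pairs, with medians of 23620672 in CK, 23339141 in D and 22909490 in D + F. The paper's Table S2 gives 52343136 to 62866522 clean reads per library, counted as single reads before alignment, and the FPKM values use the totals of pairs. At these totals, 3 read pairs on 1 kilobase of a gene amount to an FPKM of 0.115 to 0.137, and groups in which no library passed 3 read pairs are given as bounds. Genes with an FPKM above 1 in at least 3 of the 9 libraries, 50626 in all, were tested on log2(FPKM + 1) with limma's test, which allowed the variance to follow a trend with mean expression. Each pair of groups was fitted on its own 6 libraries, no further scaling between libraries was applied, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called DEGs without a minimum fold change, which is the threshold that the paper's methods give for DESeq. Adding 1 before taking logarithms makes the fold change of a weakly expressed gene smaller than the ratio of its FPKM values. Genes are named by the identifiers in the files, with the symbols that Figure 5 and File S10 pair with them, and their positions in the genome were not used here. *B. napus* carries near-identical copies of many genes on its A and C subgenomes. The paper's text does not name how reads that match more than 1 copy were counted, so the level of a single copy is uncertain by the reads it shares with others.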

Leaf tissues from *B. napus* under check (CK, sufficient water condition), drought (D), and drought with fullerol (D + F) treatments were obtained to construct three libraries for sequencing. From each of the three libraries, 54 to 64 million raw reads and 52 to 62 million clean reads were produced (Table S1). Approximately 84% of high-quality reads for each sample were mapped to a reference genome. Moreover, more than 46,000 transcripts with FPKM > 1 were identified in each library.

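The number of genes with an FPKM above 1 was 47866 ± 146.5 (SD, n = 3) in CK, 46406 ± 424 (SD, n = 3) in D and 48067 ± 819 (SD, n = 3) in D + F. Single libraries ranged from 46123 genes in D 1 to 48924 in D + F 3. With a threshold of 0.5, the numbers rose to 53025 ± 81.9 in CK, 51706 ± 353 in D and 53242 ± 868 in D + F. Every D library lay below every CK library at both thresholds, whereas the D + F libraries spread over a range that included all CK libraries at the threshold of 1.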

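Of the 50626 genes tested, limma's test called 16209 DEGs in D vs. CK, 8641 in D + F vs. CK and 580 in D + F vs. D. In the same tests, 22328, 16941 and 8920 genes had an unadjusted p under 0.05. The libraries of both groups did not overlap for 49.8%, 39.4% and 24.8% of the genes, respectively, where chance gives 10% for 3 libraries against 3. A minimum change of 2-fold moved the counts of the comparisons with CK most among the alternatives on all 9 libraries, to 8151 in D vs. CK and 5048 in D + F vs. CK. For D + F vs. D, testing genes without the filter on low values left 22 DEGs. Single libraries weighed on the counts as well. D vs. CK had 10006 DEGs without CK 2 and 10288 without D 3, and D + F vs. CK had 3228 without CK 2, 3125 without D + F 2 and 4194 without D + F 3. In D + F vs. D, the fit without D + F 1 gave 576 DEGs, but the number was 2 without D 1, 11 without D 2, 179 without D 3, 30 without D + F 3 and 0 without D + F 2, where 6254 genes still had an unadjusted p under 0.05.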

As shown in Figure 2, the comparison of different treatments identified 11,920, 7031, and 1222 DEGs in pairs of D vs. CK, D + F vs. CK, and D + F vs. D, respectively. Among them, 5917, 3494, and 529 genes were down-regulated and 6003, 3537, and 693 genes were up-regulated, respectively. In addition, 5968 DEGs were commonly regulated in D vs. CK and D + F vs. CK.

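By direction, 6248 DEGs were higher and 9961 were lower in D than in CK, so 38.5% were up-regulated. D + F vs. CK had 4508 up-regulated and 4133 down-regulated DEGs (52.2% up), and D + F vs. D had 409 up-regulated and 171 down-regulated DEGs (70.5% up). The split depended on the scaling between libraries. With median-of-ratios scaling, which divides each library by the median of its ratios to the geometric mean over the 9 libraries, 8259 DEGs were up-regulated and 8675 down-regulated in D vs. CK (48.8% up), 4891 and 5068 in D + F vs. CK (49.1% up), and 282 and 222 in D + F vs. D (56.0% up). With quantile normalization, the up-regulated share was 49.8% in D vs. CK and 52.1% in D + F vs. D. Over all genes tested, the median log2 fold change in D + F vs. D was 0.14 with the values as deposited and 0.01 after median-of-ratios scaling, and the corresponding medians of D vs. CK were -0.10 and -0.01.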

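The calls of D vs. CK and D + F vs. CK shared 7496 genes, of which 7489 changed in the same direction and 7 in opposite directions. The shared genes made up 86.7% of the DEGs of D + F vs. CK, and 2767 genes would be shared if the calls of both comparisons were independent. Because both comparisons use the same CK libraries, some overlap arises without any effect. In 40 simulated draws, with CK and D at their measured means, D + F at the means of CK and the spread between replicates estimated over the 9 libraries, at most 1 DEG was shared. No draw had more than 1 DEG in D + F vs. CK, so more could not be shared. The draws thus do not show how much the shared CK libraries add when both comparisons have effects. Across genes, which are not independent replicates, the log2 fold changes of the comparisons had a correlation of 0.887, against 0.125 to 0.154 in the simulated draws. The number changed in the same direction rose most in a fit on all 9 libraries at once, to 9818. It fell to 2912 without CK 2, 2966 without D + F 2 and 3943 without D + F 3.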

A heat map generated from the hierarchical clustering of DEGs is shown in Figure 3. The up-regulated and down-regulated genes between water and/or fullerol treatments are indicated by hierarchical clustering analysis. 

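On the first principal component of log2(FPKM + 1), which held 57.1% of the variance over the 50626 tested genes, the CK libraries lay between -120.3 and -119, the D libraries between 69.2 and 93.99, and the D + F libraries between 23.1 and 45.4. The second component held 15.7% of the variance and spread the replicates within each group. Across genes, which are not independent replicates, the correlation between a D and a D + F library was 0.927 to 0.959. Within the D + F group it was 0.941 to 0.972, and within the D group 0.962 to 0.966, above each correlation between D and D + F. CK libraries correlated with D libraries at 0.792 to 0.848 and with D + F libraries at 0.832 to 0.891, and with one another at 0.906 to 0.968. The root mean square of the log2 difference between group means was 0.442 for D and D + F, 0.909 for D and CK, and 0.746 for D + F and CK. 

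**Figure D1:**
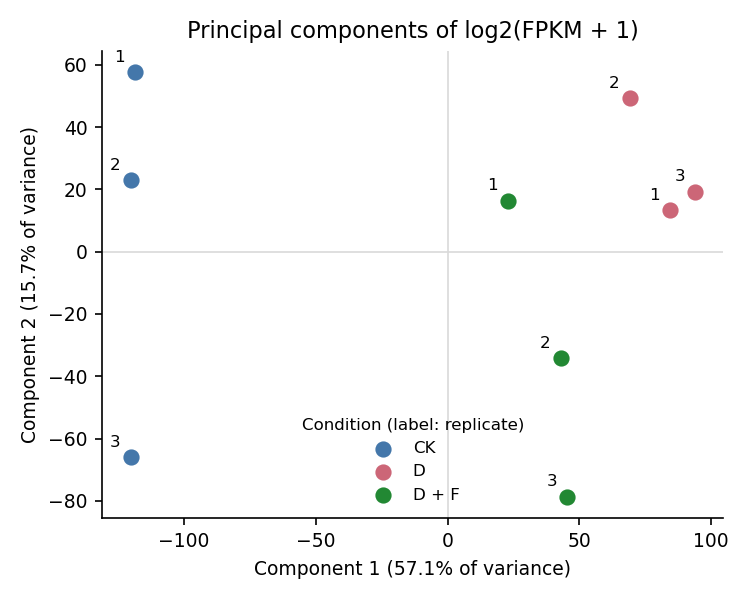
Principal components of log2(FPKM + 1) in the 9 libraries, with component 1 on the horizontal axis (57.1% of the variance) and component 2 on the vertical axis (15.7%), both in component units; each point is a library. The D + F libraries sit from 23.1 to 45.4 on component 1, between the CK libraries (about -120) and the D libraries (69.2 to 93.99).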

The expression pattern of DEGs in the D + F group was very similar to that of the D group, especially in the middle region of the heat map. In contrast, the expression pattern of DEGs in the D + F group was similar to that of the CK group at the end region of the heat map, which indicated that fullerol treatment reversed the inhibitory effect of drought on *B. napus* at the transcript level.

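How far expression in D + F returned from the level of D toward that of CK was measured for each of the 16209 DEGs of D vs. CK as the share of the log2 difference between D and CK that D + F had moved away from D. A share of 0 is the level of D, and 1 is the level of CK. The median share was 0.280, with quartiles of 0.0825 and 0.475, and it was above 0 for 82.5% of the genes. It reached 0.5 or more for 22.5% of the genes. Taken library by library, the median was 0.280 ± 0.00924 (SD, n = 3) with the values as deposited, while genes raised by drought gave 0.212, 0.148 and 0.0346 and genes lowered by drought 0.323, 0.346 and 0.405 in D + F 1 to 3. After median-of-ratios scaling the medians of these libraries were 0.284, 0.251 and 0.225, with an SD of 0.0292. The D libraries enter both the choice of genes and the share, which by itself lifts the median above 0. When D + F was drawn at the means of D in 40 simulated draws with the same spread, the median was 0.0345 to 0.0428, with 57.8% of genes above 0 on average. Draws with the spread of the D libraries alone gave 0.0149 to 0.0191. Both sets of draws took genes as independent, although 1 component held 41.6% of the variance within groups. Their ranges therefore understate how far such a median can vary. The first set also gave 20271 to 20745 DEGs of D vs. CK, against 16209 measured. The measured median moved most with quantile normalization, to 0.239. Genes that drought lowered had a median of 0.360 and genes that it raised had 0.134 with the values as deposited, but 0.264 and 0.241 after median-of-ratios scaling. By calls, 431 DEGs of D vs. CK changed back in D + F vs. D and 2 changed further in the direction of drought, against at most 3 and 0 in the simulated draws. The number changed further was 10 without D + F 1. The number changed back was 1 without D 1, 8 without D 2, 112 without D 3, 18 without D + F 3 and 0 without D + F 2. The paper reads the heat map of DEGs as nearer to the D group in its middle region and nearer to the CK group at its end region, and from the end region it concludes that fullerol reversed the inhibitory effect of drought at the transcript level. 

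**Figure D2:**
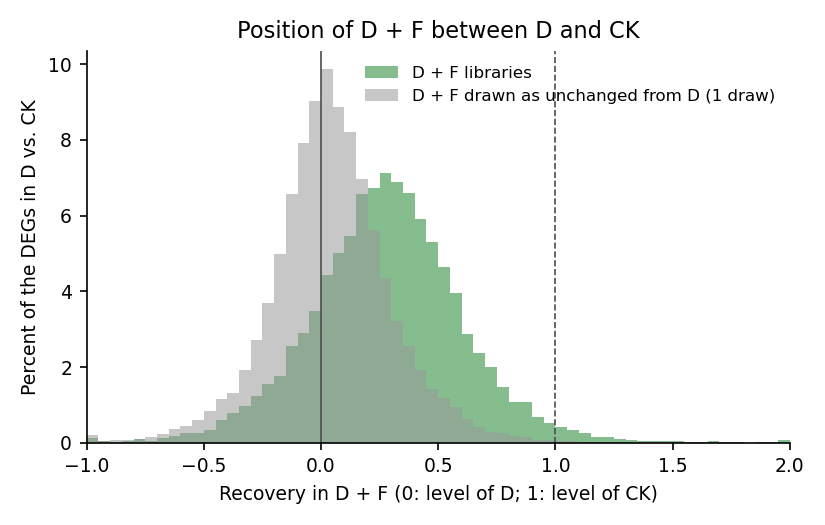
Percent of genes (vertical axis) by the share of the drought change that D + F had moved from D (0) toward CK (1) on the log2 scale (horizontal axis), for the 16209 DEGs of D vs. CK and for 1 simulated draw in which D + F equals D; the outer bars also hold values below -1 and above 2. The shares in the D + F libraries have a median of 0.280, and the simulated shares gather near 0.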

#### 2.2.2. Functional Analysis by Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG)

In drought vs. well-watered condition, 2687 GO terms were enriched in *B. napus* plants. Of these, the up-regulated genes induced by water deficit were significantly assigned to GO terms such as “peptide biosynthetic/metabolic process”, “organic substance biosynthetic process”, and “nitrogen compound metabolic process” (Figure 4a). The down-regulated genes induced by drought treatments were markedly assigned to GO terms such as “protein serine/threonine kinase activity”, “protein kinase activity”, and “transport” (Figure 4b).

In the drought addition with the fullerol group vs. the well-watered group, DEGs were enriched in 2287 GO terms. The up-regulated genes triggered by drought with fullerol treatment were dramatically assigned to GO terms such as “ribosome”, “peptide biosynthetic process”, “structural molecule activity”, and “macromolecule biosynthetic process” (Figure 4c). The down-regulated genes caused by the drought with fullerol treatment were significantly enriched in GO terms such as “phosphorylation”, “protein serine/threonine kinase activity”, “protein phosphorylation”, and “phosphate-containing compound metabolic process” (Figure 4d).

The DEGs between the D + F group and the D group were analyzed and assigned to 1099 GO terms. Among them, the up-regulated genes caused by fullerol treatment under drought stress were mainly assigned to GO terms such as “organic cyclic compound catabolic process”, “cellulose synthase activity”, “glutamine biosynthetic process”, and “phenylpropanoid metabolic process” (Figure 4e). The down-regulated genes were assigned to GO terms such as “amino acid kinase activity”, “glutamate-5-semialdehyde dehydrogenase activity”, “proline metabolic process”, “carbohydrate metabolic process”, and “single-organism metabolic process” (Figure 4f).

Compared with well-watered conditions, 119 KEGG pathways were enriched under drought conditions. The up-regulated genes were significantly enriched in KEGG pathways such as “biosynthesis of amino acids”, “2-Oxocarboxylic acid metabolism”, “carbon fixation in photosynthetic organs”, and “arginine and proline metabolism” (Figure S1a). The down-regulated genes were enriched in KEGG pathways such as “amino sugar and nucleotide sugar metabolism”, “starch and sucrose metabolism”, and “plant hormone signal transduction” (Figure S1b). 

In the drought with fullerol treatment vs. sufficient water condition, 116 KEGG pathways were enriched in the leaves of *B. napus* seedlings. The up-regulated genes were significantly assigned to KEGG pathways such as “biosynthesis of amino acids”, “galactose metabolism”, “arginine and proline metabolism”, and “tryptophan metabolism” (Figure S1c). 

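File S8 lists 28 genes for galactose metabolism in D + F vs. CK, of which 24 passed the filter on low values. By limma's test with Benjamini-Hochberg adjustment over all genes tested, 23 of them were DEGs, 14 up-regulated and 9 down-regulated, and adjusted over the list alone the number was 24. For tryptophan metabolism, 18 of the 19 listed genes were tested and 15 were DEGs, with 8 up-regulated and 7 down-regulated (18 adjusted over the list alone). In fits chosen for these lists after seeing the data, the DEGs of galactose and tryptophan metabolism over all genes tested fell to 8 and 9 without D + F 2 and to 11 and 7 without CK 2, those of galactose metabolism also to 14 without CK 1 and 11 without D + F 3, and without the filter on low values 13 and 11 remained. The study chose these lists on the same libraries, so the counts over the list alone are not independent evidence. The lists for the biosynthesis of amino acids and for arginine and proline metabolism were not analysed here, since the copy used holds fewer genes than the file gives for them.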

The down-regulated genes were significantly enriched in KEGG pathways such as “phosphatidylinositol signaling system”, “fatty acid biosynthesis”, “arginine and proline metabolism”, and “starch and sucrose metabolism” (Figure S1d). 

The DEGs induced by fullerol under water stress were assigned to 93 KEGG pathways, compared to drought alone. Among them, the up-regulated genes were assigned to KEGG pathways such as “starch and sucrose metabolism”, “biosynthesis of amino acids”, “biosynthesis of secondary metabolism”, “flavonoid biosynthesis”, and “phenylalanine metabolism” (Figure S1e). 

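In File S9, 17 genes stand under flavonoid biosynthesis for D + F vs. D, and all 17 were tested. Of these, 14 were DEGs over all genes tested, each of them up-regulated, and 17 adjusted over the list alone. Phenylalanine metabolism had 13 genes, of which 10 were DEGs, each of them up-regulated, and 13 adjusted over the list alone, with 11 of these higher and 2 lower in D + F than in D. The DEGs over all genes tested depended on single libraries and on the filter on low values, in fits chosen for these lists after seeing the data. None of the flavonoid genes was called without D 1, D 2, D + F 2 or D + F 3, 6 were without D 3 and 9 without D + F 1, although all 17 had an unadjusted p under 0.05 in each of these fits. Of the phenylalanine genes, none was called without D 1, D 2 or D + F 2, 2 were without D + F 3 and 6 without D 3, with an unadjusted p under 0.05 for all 13. Without the filter, or with the replicate number as a block, the number of DEGs was 0 in both lists, with 17 and 13 genes at an unadjusted p under 0.05. A fit on all 9 libraries left 1 and 2 DEGs, median-of-ratios scaling 7 and 7, and voom on the solved reads 4 and 6. As with the other lists, these genes were selected by the study from the libraries tested here, so the counts within the list are not independent evidence.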

The down-regulated genes were enriched in KEGG pathways such as “starch and sucrose biosynthesis”, “biosynthesis of amino acids”, “arginine and proline metabolism”, and “biosynthesis of secondary metabolism” (Figure S1f).

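All 15 genes that File S9 lists under arginine and proline metabolism for D + F vs. D were tested. In D + F, 8 were lower and 7 were higher than in D. Over all genes tested, 8 were DEGs, 6 of them up-regulated and 2 down-regulated, and adjusted over the list alone, which the study drew from these libraries, the number was 15. In fits chosen after seeing the data, no gene of the list was a DEG without D 1, without D + F 2, without D + F 3, without the filter on low values or with the replicate number as a block (all 15 had an unadjusted p under 0.05 in each of these), while 1 was without D 2 and 4 were without D 3.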

#### 2.2.3. Quantitative Real-Time (qRT)-PCR

We conducted qRT-PCR to validate the RNA-seq data and analyze gene expression changes of randomly selected genes. These selected genes that were orthologous to genes in *Arabidopsis thaliana* were mainly associated with carbohydrate metabolism (*GAPC*, *PME3*, *NADP-ME2*, *PGL1*, *BXL5*, *SPS2*, and *GAE6*) and drought response (*GPX1*, *GSTF3*, *APX1*, *GLN1-1*, *GLN1-4*, *P5CS1*, and *P5CS2*) (Figure 5). 

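In the RNA-seq libraries, the 14 genes shown in Figure 5 had 12 DEGs in D vs. CK (9 up-regulated, 3 down-regulated), 9 in D + F vs. CK (6 and 3) and 7 in D + F vs. D (3 and 4) by limma's test with Benjamini-Hochberg adjustment over all genes tested. Adjusted over the list alone, the numbers were 12, 10 and 13. In fits chosen for this list after seeing the data, the 7 DEGs in D + F vs. D, *GAE6* among them, all lost their calls without the filter on low values or with the replicate number as a block, and 0 of the 14 genes were called without D 1, D 2, D + F 2 or D + F 3 and 3 without D 3, while 13 had an unadjusted p under 0.05 in each of these fits. In D + F vs. CK, 6 were called without CK 1 or without D + F 2, 3 of them up-regulated. *GAE6* (BnaA01g23480D) fell from 100.3 ± 30.3 FPKM (SD, n = 3) in CK to 8.64 ± 0.816 in D and stood at 33.2 ± 6.60 in D + F. Its log2 fold change by limma's test was -3.36 (standard error 0.22, adjusted p = 0.000170) in D vs. CK, -1.55 (standard error 0.26, adjusted p = 0.00905) in D + F vs. CK and 1.81 (standard error 0.18, adjusted p = 0.0187) in D + F vs. D. *GPX1* (BnaC08g33590D) rose from 49.5 ± 21.2 FPKM in CK to 239.7 ± 41.2 in D and 129 ± 34.1 in D + F, with a log2 fold change by limma's test of 2.32 (standard error 0.31, adjusted p = 0.00205) in D vs. CK. *APX1* (BnaC06g04380D) rose from 16.3 ± 1.699 FPKM in CK to 122 ± 30.00 in D and 96.4 ± 33.6 in D + F, and in D + F vs. D its log2 fold change by limma's test was -0.38 (standard error 0.32, adjusted p = 0.563). *GAPC* (BnaA09g46260D) had 9.98 ± 2.68 FPKM in CK, 23.9 ± 2.47 in D and 9.81 ± 2.12 in D + F. In D + F vs. CK its log2 fold change by limma's test was -0.01 (standard error 0.24, adjusted p = 0.980), between -0.23 and 0.16 when 1 library was left out at a time. The D + F vs. CK change of *PME3* (BnaC01g37010D) likewise went from -0.09 to 0.40, and the D vs. CK change of *BXL5* (BnaAnng39260D) went from -0.04 to 0.45. *SPS2* (BnaA03g03230D) had 0.748 ± 0.278 FPKM in CK, 0.566 ± 0.210 in D and 3.17 ± 1.64 in D + F. The difference between D and CK was not significant in limma's test (log2 fold change -0.16, standard error 0.20, adjusted p = 0.581). Leaving out 1 library at a time kept all the D vs. CK calls of *GAE6*, *GPX1*, *APX1* and *GAPC*. In D + F vs. D, *GAE6* was called in 2 of the 6 such fits, with an adjusted p of up to 0.0818 by limma's test without D + F 2. 

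**Figure D3:**
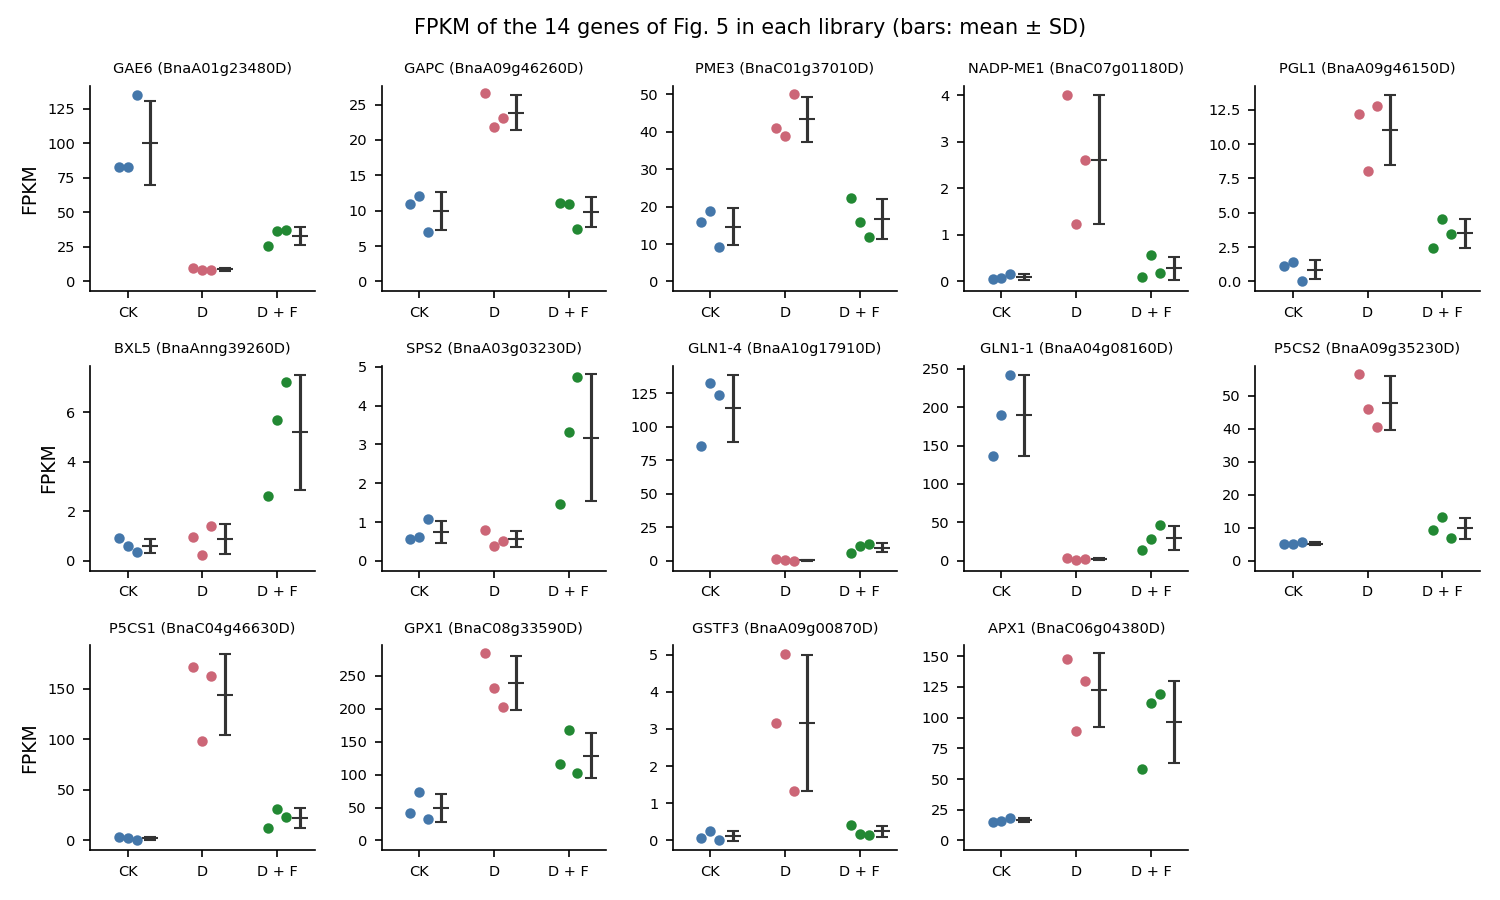
FPKM (vertical axis, a separate linear scale for each gene) of the 14 genes of Figure 5 in CK, D and D + F, with points for the 3 replicates and bars for the mean ± SD. *GAE6* is lowest in D, whereas *GPX1*, *APX1*, *GAPC* and *PME3* are highest in D.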

Although the expression levels of selected genes in D vs. CK, D + F vs. CK, or D + F vs. D were different between RNA-seq and qRT-PCR, the expression patterns of DEGs obtained from RNA-seq were similar to those of genes obtained from qRT-PCR (Figure 5).

### 2.3. Metabolic Analysis

A separation trend was observed among the sufficient water condition (CK), drought (D), and drought combined with fullerol (D + F) treatments using principal component analysis (PCA), indicating that drought and fullerol had an impact on the *B. napus* metabolism. The CK group and D group (Figure S2a), the CK group and D + F group (Figure S2b), and the D group and D + F group (Figure S2c) were distinguished. In addition, 77, 74, and 62 metabolites were significantly identified to be responsible for the separation in D vs. CK, D + F vs. CK, and D + F vs. D, respectively (Supplementary Materials Files S1–S3). Among them, 41 metabolites exhibited an increased pool size, and 36 metabolites showed a decreased pool size in D vs. CK (Supplementary Materials File S1); 47 metabolites were increased, and 27 metabolites were decreased in D + F vs. CK (Supplementary Materials File S2); and 20 metabolites were increased, and 42 metabolites were decreased in D + F vs. D (Supplementary Materials File S3). The detected compounds comprised sugars or their derivates, amino acids, nitrogen-containing compounds, phenolics and flavonoids, and others (Supplementary Materials Files S1–S3).

Linking tentatively identified metabolites to biochemical pathways can aid in targeting key changes, as the constituents of a given pathway are likely to be co-regulated. Metabolites were mainly enriched in KEGG pathways such as “biosynthesis of secondary metabolites”, “biosynthesis of antibiotics”, “ABC transporters”, “biosynthesis of amino acids”, and “carbon metabolism” in all three groups (D + F vs. D, D + F vs. CK, and D vs. CK) (Supplementary Materials Files S4–S6).

### 2.4. Data Integration/Comprehensive Networks of Transcripts and Metabolites

With the aim of characterizing the progression of fullerol in *B. napus* in response to drought, we performed transcriptomic and metabolic data integration based on common KEGG pathways. Data integration detected the most important biological processes on the basis of KEGG pathway under water stress or fullerol treatments in *B. napus*.

Using combined transcriptomic and metabolomic data, we found that DEGs and differentially accumulated metabolites were commonly enriched in 48, 43, and 36 KEGG pathways in D vs. CK, D + F vs. CK, and D + F vs. D, respectively (Supplementary Materials Files S7–S9). Among them, KEGG pathways such as “biosynthesis of secondary metabolites”, “biosynthesis of amino acids”, “carbon metabolism”, and “galactose metabolism” were identified to have the most genes and metabolites (Supplementary Materials Files S7–S9) in D vs. CK, D + F vs. CK, and D + F vs. D groups. We also aimed to investigate flavonoid metabolism associated with antioxidant ability, in response to drought. Therefore, modifications at the transcriptomic and metabolomic levels were analyzed in detail for the following biochemical processes: carbohydrate metabolism, amino acid metabolism, and secondary metabolite metabolism. Partial genes related to these biochemical processes such as *GLN1-1*, *GLN1-4*, *P5CS1*, and *P5CS2* were validated by qRT-PCR (Figure 5).

#### 2.4.1. Carbohydrate Metabolism

Under drought stress, the accumulation of oligosaccharides was inhibited, whereas that of monosaccharides was promoted. In the “starch and sucrose metabolism” pathway, the contents of oligosaccharides, including sucrose and maltose, were decreased in drought-treated plants compared to well-water-treated plants (Figure 6). 

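File S10 pairs *SPS1* with BnaA02g04800D, which had 41.6 ± 28.1 FPKM (SD, n = 3) in CK and 4.55 ± 0.423 in D. Its log2 fold change was -2.75 (standard error 0.40, adjusted p = 0.00306) by limma's test with Benjamini-Hochberg adjustment, and it stayed between -3.11 and -2.24 when 1 library was left out at a time. *SPS4* (BnaC02g29300D) fell from 33.2 ± 3.34 to 15.6 ± 1.57 FPKM, with a log2 fold change by limma's test of -1.04 (standard error 0.15, adjusted p = 0.00275). *SUS1* (BnaA10g14710D) fell from 9.46 ± 3.11 to 4.37 ± 0.946 FPKM, with a log2 fold change by limma's test of -0.93 (standard error 0.26, adjusted p = 0.0336). Both copies of *SUS5* were weakly expressed. BnaA05g12940D fell from 1.48 ± 0.405 FPKM (72 to 117 reads per library) in CK to 0.536 ± 0.264 (21 to 49 reads) in D, and BnaCnng74430D from 1.64 ± 0.333 to 0.483 ± 0.320, with limma's adjusted p = 0.0389 and 0.0214. *SUS6* (BnaC06g34330D) fell from 2.67 ± 0.772 to 0.978 ± 0.183 FPKM (log2 fold change -0.88, standard error 0.20, adjusted p = 0.0150 by limma's test). The calls of the *SUS* genes depended on single libraries. *SUS1* was called in 1 of the 6 fits that each left out 1 library and both *SUS5* copies in 2, while *SUS6* lost its call only without D 3 (adjusted p = 0.0554 by limma's test). *SUS1* and *SUS5* BnaA05g12940D were also not called with quantile normalization or without the filter on low values, a setting added for single genes after seeing the data, and BnaA05g12940D was not called with median-of-ratios scaling. None of these settings changed a direction. For *CWINV5* (BnaC05g39510D), the level rose from 0.608 ± 0.0224 to 2.80 ± 1.04 FPKM, with a log2 fold change of 1.207 (standard error 0.22, adjusted p = 0.00666) by limma's test. The 3 copies of *BFRUCT4* also rose. BnaA06g08310D went from 3.32 ± 1.58 to 18.7 ± 2.698 FPKM (log2 fold change 2.26, standard error 0.30, adjusted p = 0.00215 by limma's test), BnaC08g41390D from 2.24 ± 1.697 to 24.0 ± 10.7, and BnaA09g47290D from 4.57 ± 3.85 to 25.4 ± 7.08. BnaA09g47290D was not called without the filter on low values, nor without D 1 or D 3, with an adjusted p of up to 0.0558 by limma's test. The other *CWINV* and *BFRUCT* genes of File S10, which the paper's sentence does not name, were lower in D. *CWINV1* BnaC06g07120D had 9.62 FPKM in CK and 1.82 in D, and *CWINV3* (BnaA06g00510D) had 11.3 and 1.58. The remaining *CWINV1* identifier and those of *BFRUCT3* were below 1 FPKM in CK and lower still in D.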

Genes encoding the sucrose biosynthetic enzymes, including probable sucrose-phosphate synthase (e.g., *SPS1*/*SPS4*) and sucrose synthase (e.g., *SUS1*/*SUS5*/*SUS6*), were partially down-regulated, while genes encoding the sucrose catabolic enzymes, including β-fructofuranosidase (e.g., *CWINV5*) and acid β-fructofuranosidase (e.g., *BFRUCT4*), were partially up-regulated by water deficit (Figure 6). 

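*BAM2* (BnaA09g51890D) had 33.9 ± 10.6 FPKM (SD, n = 3) in CK and 18.2 ± 0.473 in D, a log2 fold change of -0.82 (standard error 0.22, adjusted p = 0.0259) by limma's test with Benjamini-Hochberg adjustment. *BAM3* (BnaC07g34180D) fell from 344 ± 213 to 54.3 ± 9.46 FPKM, with a log2 fold change of -2.48 (standard error 0.40, adjusted p = 0.00436) by limma's test that stayed between -2.82 and -2.01 with any 1 library left out. *SBE2.1* (BnaC04g08890D) fell from 35.1 ± 10.6 to 18.4 ± 1.17 FPKM (log2 fold change -0.86, standard error 0.21, adjusted p = 0.0213 by limma's test). *BAM2* and *SBE2.1* lost their calls in each of the 3 fits that left out a D library, where their adjusted p from limma's test reached 0.0752 without D 2 and 0.0712 without D 3. *BAM2* was also not called without the filter on low values.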

The transcript abundances of enzymes involved in maltose biosynthesis, such as β-amylase (*BAM2*/*BAM3*) and 1,4-α-glucan-branching enzyme 2-1 (*SBE2.1*), were decreased by drought stress (Figure 6). In the “galactose metabolism” pathway, the galactinol and raffinose (oligosaccharide) contents were decreased by drought (Figure 6). Among them, galactinol is the mediate product of oligosaccharides. Galactinol synthase (GOLS) can catalyze the conversion of UDP-galactose into galactinol, and the gene encoding galactinol synthase (e.g., *GOLS3*) was partially down-regulated in drought-treated plants (Figure 6). 

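File S10 gives 2 identifiers for *GOLS3*. BnaA09g48480D had 28.5 ± 16.5 FPKM (SD, n = 3) in CK, or 390 to 1030 reads per library, and 0.0725 ± 0.0912 in D, or 0 to 4 reads. The log2 fold change was -4.64 (standard error 0.35, adjusted p = 0.000298) by limma's test with Benjamini-Hochberg adjustment, between -4.94 and -4.22 with any 1 library left out. BnaC08g50010D had 2.33 ± 1.68 FPKM in CK and at most 2 reads in any D library, so it was at least 18.0-fold lower in D, or at least 10.7-fold without CK 3 (adjusted p = 0.0122 by limma's test).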

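Both listed copies of *RFS5* were lower in D than in CK. BnaA04g10260D had 1.46 ± 0.657 FPKM (SD, n = 3) in D against 7.53 ± 1.498 in CK, a log2 fold change of -1.81 (standard error 0.24, adjusted p = 0.00202) by limma's test with Benjamini-Hochberg adjustment. BnaC04g56100D had 1.59 ± 0.354 against 4.24 ± 1.36 FPKM (log2 fold change -0.996, standard error 0.22, adjusted p = 0.0143 by limma's test), and this call was lost without D 3, where limma's adjusted p = 0.0548. *AGAL1* (BnaC02g01150D) went from 7.75 ± 2.11 FPKM in CK to 3.14 ± 0.303 in D. Its log2 fold change by limma's test was -1.05 (standard error 0.20, adjusted p = 0.00802) and remained between -1.23 and -0.88 when libraries were left out in turn.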

The expression of genes encoding raffinose biosynthetic enzymes, including probable galactinol-sucrose galactosyltransferase (e.g., *RFS5*) and α-galactosidease 1 (*AGAL1*), was partially down-regulated by drought (Figure 6). Here, both the “starch and sucrose metabolism” and “galactose metabolism” pathways belong to carbohydrate metabolism. Other oligosaccharides including maltotriose, lyxose, and fucose were also decreased in plants undergoing water stress. The genes *BAM2* and *BAM3* related to maltotriose biosynthesis, as well as the gene encoding GDP-mannose 4, 6 dehydratase (*MUR1*) associated with fucose biosynthesis, were down-regulated in drought-exposed plants (Figure 6). In contrast, water deficit improved the accumulation of monosaccharides and their derivates in *B. napus*. Drought caused increases in the contents of mannose and glycerate (monosaccharide). 

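*HXK1* has 2 identifiers in File S10. BnaA09g10080D had 26.9 ± 1.59 FPKM (SD, n = 3) in CK and 15.9 ± 0.749 in D, a log2 fold change of -0.72 (standard error 0.13, adjusted p = 0.00659) by limma's test with Benjamini-Hochberg adjustment. BnaC09g10170D had 21.3 ± 2.96 and 9.60 ± 0.679 FPKM, a log2 fold change by limma's test of -1.07 (standard error 0.15, adjusted p = 0.00264). With 1 library left out at a time, both genes were called in all 6 fits. *HXK3* (BnaC05g26650D) did not pass the filter on low values and was not tested. It had 0.412 ± 0.226 FPKM in CK, from 9 to 22 reads per library, and 0 to 2 reads per library in D, which makes it at least 4.79-fold lower in D.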

The expression of genes encoding hexokinase (*HXK1* and *HXK3*), related to mannose catabolism, were down-regulated by drought (Figure 6). The expression of genes encoding glycerate dehydrogenase (e.g., *HPR2*) and D-3-phosphoglycerate dehydrogenase (e.g., *PGDH2*) associated with glycerate catabolism were partially down-regulated in *B. napus* under drought (Figure 6). 

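*HPR2* (BnaA07g19710D) fell from 74.0 ± 8.15 FPKM (SD, n = 3) in CK to 32.2 ± 1.69 in D. The log2 fold change was -1.17 (standard error 0.15, adjusted p = 0.00179) by limma's test with Benjamini-Hochberg adjustment. *PGDH2* is listed with 2 identifiers. BnaA08g22970D fell from 25.6 ± 4.90 to 7.39 ± 2.42 FPKM and BnaC08g17520D from 50.5 ± 15.5 to 10.8 ± 4.43, with log2 fold changes by limma's test of -1.68 (standard error 0.24, adjusted p = 0.00277) and -2.15 (standard error 0.33, adjusted p = 0.00348). All 3 genes were called in each of the 6 fits without 1 library.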

Water deficit led to an increment in the content of gluconate, which is a derivate of glucose (monosaccharide). Myo-inositol, a monosaccharide-like substance, is a kind of soluble sugar alcohol whose content was elevated by drought. 

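*IMPL1* (BnaA09g25360D) had 31.4 ± 6.19 FPKM (SD, n = 3) in CK and 59.4 ± 0.546 in D. This was a log2 fold change of 0.92 (standard error 0.17, adjusted p = 0.00796) by limma's test with Benjamini-Hochberg adjustment, which lay between 0.78 and 1.05 with any 1 library left out and was called in every such fit.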

The phosphatase IMPL1 can catalyze the conversion of myo-inositol phosphate into myo-inositol, and the expression of the gene *IMPL1* was up-regulated under drought (Figure 6).

Drought with fullerol treatment decreased the accumulation of oligosaccharides (e.g., sucrose, maltotriose, raffinose, fucose, lyxose, and galactinol) and increased the accumulation of monosaccharides (e.g., glucose, glycerate, mannose, and myo-instiol), compared to sufficient water conditions (Figure 6). 

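*GAA* (BnaA03g03490D) had 13.3 ± 1.78 FPKM (SD, n = 3) in D + F and 4.99 ± 1.07 in CK. The log2 fold change of 1.27 (standard error 0.19, adjusted p = 0.00597) by limma's test with Benjamini-Hochberg adjustment was called in all 6 fits that left out 1 library. In D + F, *GOLS3* had 1.27 ± 0.283 FPKM for BnaA09g48480D (27 to 36 reads per library), a log2 fold change against CK of -3.56 (standard error 0.36, adjusted p = 0.00197) by limma's test. For BnaC08g50010D no D + F library held more than 1 read, so it was at least 18.4-fold lower in D + F, or at least 10.9-fold without CK 3, than in CK (adjusted p = 0.0208 by limma's test). The call of BnaC08g50010D was lost without the filter on low values and in 3 of the 6 fits without 1 library, where the adjusted p of limma's test reached 0.0777 without D + F 2.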

At the transcript level, for oligosaccharides, drought addition with fullerol up-regulated the expression of gene encoding alpha-glucosidase (*GAA*) associated with sucrose catabolism, and down-regulated the expression level of gene (*GOLS3*) related to galactinol synthase—in comparison with well-watered condition (Figure 6). 

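The *HXK1* copy BnaA09g10080D had 15.1 ± 1.32 FPKM (SD, n = 3) in D + F, a log2 fold change against CK of -0.80 (standard error 0.15, adjusted p = 0.0124) by limma's test with Benjamini-Hochberg adjustment, and lost its call only without D + F 2 (adjusted p = 0.0704 by limma's test). BnaC09g10170D had 12.00 ± 2.45 FPKM (log2 fold change -0.79, standard error 0.19, adjusted p = 0.0308 by limma's test). It was called in 2 of the 6 fits without 1 library, with an adjusted p of up to 0.127 by limma's test without D + F 2, and it was not called without the filter on low values. Too few reads fell on *HXK3* (BnaC05g26650D) and *MIOX2* (BnaC07g01430D) for them to pass the filter on low values, and neither was tested. *HXK3* had 0.0440 ± 0.0529 FPKM in D + F, from 0 to 4 reads per library. *MIOX2* had 0.912 ± 0.372 FPKM (10 to 26 reads per library) in CK and at most 1 read per library in D + F, so it was at least 6.80-fold lower in D + F.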

For monosaccharides, the expression of genes (*HXK1* and *HXK3*) related to mannose catabolism, and the expression of the gene encoding myo-Inositol oxygenase 2 (*MIOX2*), which catalyzes myo-inositol catabolism, were down-regulated in the D + F vs. CK group (Figure 6). 

In drought supplementation with the fullerol group vs. drought alone (D + F vs. D), the accumulation of monosaccharides was changed, while the accumulation of oligosaccharides showed almost no change (Figure 6). The contents of the derivate of galactose, UDP-galactose, and the derivate of glucose, gluconate, were reduced in the fullerol treatment in *B. napus* under water deficit, where the galactose and glucose belong to monosaccharides (Figure 6). Galactinol synthase 3 (GOLS3) can catalyze the conversion of UDP-galactose into galactinol, and drought with fullerol triggered a high expression of gene *GOLS3*, compared to drought alone (Figure 6). In contrast, another galactose derivative, galactarate, was increased by fullerol in drought-treated *B. napus*. However, the glycerate content was lower, and the transcript level of the gene *PGDH2* associated with glycerate catabolism was higher, in fullerol-treated plants than in non-fullerol-treated plants under drought treatment (Figure 6).

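In D + F vs. D, the *GOLS3* copy BnaA09g48480D had a log2 fold change of 1.08 (standard error 0.16, adjusted p = 0.0374) by limma's test with Benjamini-Hochberg adjustment. Its D libraries held 0 to 4 reads, against 27 to 36 in D + F. It was called in none of the 6 fits that left out 1 library, where the adjusted p of limma's test went up to 0.129 without D 1, and the log2 fold change lay between 0.98 and 1.15. It was also not called without the filter on low values, with a mean FPKM of at least 5 as the filter, with quantile normalization, in a fit on all 9 libraries or with voom on the solved reads, an alternative chosen after seeing the data. The copy BnaC08g50010D had at most 2 reads in any library of both groups, so a difference was not detectable at this depth.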

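*PGDH2* rose in D + F relative to D but was not a DEG. BnaA08g22970D had 16.9 ± 3.53 FPKM (SD, n = 3) in D + F, with a log2 fold change of 1.11 (standard error 0.24, adjusted p = 0.0827) by limma's test with Benjamini-Hochberg adjustment. BnaC08g17520D had 21.4 ± 3.79 FPKM, with a log2 fold change of 0.98 (standard error 0.29, adjusted p = 0.157) by limma's test. For both copies, all 3 libraries of D + F lay above all 3 of D. None of the alternatives called either copy, and apart from the replicate block limma's adjusted p went from 0.0669 to 0.226 for BnaA08g22970D and from 0.117 to 0.351 for BnaC08g17520D.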

In the tricarboxylic acid (TCA) cycle (involved in carbohydrate metabolism), water stress decreased the content of cis-aconitate and increased the content of malate, compared to well-watered conditions (Figure 6). 

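*ACO1* (BnaC03g62580D) had 59.9 ± 16.2 FPKM (SD, n = 3) in CK and 31.9 ± 4.18 in D, a log2 fold change of -0.86 (standard error 0.22, adjusted p = 0.0244) by limma's test with Benjamini-Hochberg adjustment. *ACO3* was near the lower end of the range. BnaA08g14220D fell from 2.57 ± 0.818 to 0.899 ± 0.225 FPKM (log2 fold change -0.89, standard error 0.21, adjusted p = 0.0180 by limma's test), and BnaAnng22230D fell from 1.58 ± 0.224 FPKM (99 to 120 reads per library) to 0.0672 ± 0.0309 (3 to 7 reads), with limma's adjusted p = 0.00198. *CICDH* (BnaC06g27300D) fell from 33.1 ± 6.59 to 16.6 ± 1.497 FPKM (log2 fold change -0.94, standard error 0.18, adjusted p = 0.00760 by limma's test). With 1 library left out at a time, *CICDH* and *ACO3* BnaAnng22230D were called in all 6 fits. *ACO3* BnaA08g14220D lost its call only without D 3, where the adjusted p of limma's test was 0.0643. *ACO1* was called in 2 of the 6 fits, with an adjusted p from limma's test of up to 0.0860 without D 3, and it was not called without the filter on low values.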

The expression of biosynthetic genes *ACO1*/*ACO2*/*ACO3* (encoding aconitase) and the expression of catabolic gene *CICDH* (encoding isocitrate dehydrogenase) for cis-aconitate were inhibited by drought (Figure 6). The expression of the gene encoding malate dehydrogenase 1 (*MDH1*) which catalyzes the conversion of oxaloacetate to malate, and the expression of gene encoding NADP-malic enzyme 1 (*NADP-ME1*) which can degrade malate, were up-regulated by water deficit (Figure 6). In addition, in comparison with sufficient water conditions, drought addition with fullerol treatment caused a reduction in the content of cis-aconitate and down-regulated its biosynthetic genes *ACO2*/*ACO3*. 

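All 6 identifiers that File S10 gives for *MDH1* were higher in D than in CK. BnaA03g09800D rose from 80.7 ± 10.9 FPKM (SD, n = 3) to 150.3 ± 12.4, a log2 fold change of 0.89 (standard error 0.17, adjusted p = 0.00845) by limma's test with Benjamini-Hochberg adjustment. The others had log2 fold changes of 0.69 (BnaA06g08600D), 0.71 (BnaA08g01250D), 0.59 (BnaA09g16400D), 0.63 (BnaA10g11990D) and 0.80 (BnaC07g14970D), with limma's adjusted p between 0.00715 and 0.0340. BnaA03g09800D and BnaA06g08600D were called in all 6 fits that left out 1 library. BnaA09g16400D and BnaC07g14970D were called in 4, BnaA08g01250D in 3 and BnaA10g11990D in 2, with limma's adjusted p of up to 0.0664 without CK 2, 0.0663 without CK 2, 0.0729 without CK 2 and 0.110 without D 1, respectively. *NADP-ME1* was near the detection limit in CK. BnaA07g00860D rose from 0.101 ± 0.0792 FPKM (1 to 7 reads per library) to 11.6 ± 4.36 (286 to 655 reads), with a log2 fold change of 3.45 (standard error 0.27, adjusted p = 0.000323) by limma's test. BnaC07g01180D rose from 0.0922 ± 0.0566 to 2.62 ± 1.38 FPKM (log2 fold change 1.65, standard error 0.29, adjusted p = 0.00616 by limma's test).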

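*ACO3* had 0.795 ± 0.0598 FPKM (SD, n = 3) in D + F for BnaA08g14220D (log2 fold change -0.97, standard error 0.20, adjusted p = 0.0201 against CK by limma's test with Benjamini-Hochberg adjustment) and 0.110 ± 0.0512 for BnaAnng22230D (log2 fold change -1.22, standard error 0.17, adjusted p = 0.00561). BnaA08g14220D lost its call without D + F 2 and without D + F 3, where limma's adjusted p reached 0.0735, and BnaAnng22230D kept its call in all 6 fits.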

There was no significant difference in the malate content between well-watered treatment and drought with fullerol treatment (Figure 6).

Compared with the drought alone, in the TCA cycle, the citrate content was increased, and the malate content was decreased in the drought supplementation with fullerol treatment (Figure 6). Fullerol application increased the expression of the gene (*ACLB-2*) encoding ATP-citrate synthase beta chain protein 2, related to citrate biosynthesis, under drought stress (Figure 6). 

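*ACLB-2* (BnaC07g27210D) had 1.206 ± 0.467 FPKM (SD, n = 3) in D, from 9 to 21 reads per library, and 4.59 ± 1.56 in D + F, from 37 to 75 reads. All D + F libraries lay above all D libraries. The log2 fold change of 1.33 (standard error 0.25, adjusted p = 0.0642) by limma's test with Benjamini-Hochberg adjustment was not significant. Among the alternatives other than limma without trend it was called only without D + F 1, where limma's adjusted p = 0.0472. The range was 0.0472 to 0.203 over the alternatives apart from the replicate block.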

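None of the 6 *MDH1* genes was a DEG in D + F vs. D. The lowest log2 fold change was that of BnaA06g08600D, which had 19.1 ± 1.14 FPKM (SD, n = 3) in D and 11.02 ± 4.27 in D + F (log2 fold change -0.80, standard error 0.26, adjusted p = 0.191 by limma's test with Benjamini-Hochberg adjustment). BnaA09g16400D (-0.29), BnaA03g09800D (-0.17) and BnaA10g11990D (-0.11) had smaller negative log2 fold changes, with limma's adjusted p between 0.291 and 0.734. The changes of BnaA08g01250D (-0.02) and BnaC07g14970D (-0.01) took either sign when 1 library was left out, from -0.14 to 0.07 and from -0.24 to 0.14. *NADP-ME1* was lower in D + F. BnaA07g00860D had 0.831 ± 0.321 FPKM in D + F, a log2 fold change of -2.73 (standard error 0.28, adjusted p = 0.0187) by limma's test, and was called in 2 of the 6 fits without 1 library (adjusted p up to 0.0785 by limma's test without D + F 2) and not without the filter on low values. BnaC07g01180D had 0.281 ± 0.253 FPKM in D + F (log2 fold change -1.44, standard error 0.31, adjusted p = 0.0814 by limma's test). It was a DEG only in a fit on all 9 libraries, with limma's adjusted p = 0.0498, within a range of 0.0498 to 0.220 over the alternatives apart from the replicate block.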

The expression of the genes *MDH1* and *NADP-ME1* associated with malate synthesis was repressed by fullerol treatment under drought (Figure 6).

#### 2.4.2. Amino Acid Metabolism

Under drought stress, several amino acids derived from the shikimate pathway (mainly in “biosynthesis of phenylpropanoids” pathway), including phenylalanine and tryptophan, were decreased in the leaves of drought-treated *B. napus* seedlings in comparison with well-water-treated plants (Figure 6). The arogenatedehydratase genes (e.g., *ADT4*/*ADT5*) associated with phenylalanine biosynthesis were partially down-regulated under drought (Figure 6). 

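*ADT5* has 2 identifiers in File S10. BnaCnng34620D fell from 11.1 ± 1.15 FPKM (SD, n = 3) in CK to 3.45 ± 0.820 in D, a log2 fold change of -1.46 (standard error 0.18, adjusted p = 0.00152) by limma's test with Benjamini-Hochberg adjustment, called in all 6 fits that left out 1 library. BnaA02g05780D fell from 14.9 ± 4.05 to 7.60 ± 1.04 FPKM (log2 fold change -0.87, standard error 0.21, adjusted p = 0.0195 by limma's test) and was called in 3 of the 6 fits, with an adjusted p of up to 0.0672 by limma's test without D 2. *ADT4* (BnaA06g19810D) had 1.92 ± 1.05 FPKM in CK and 0.210 ± 0.0956 in D, from 24 to 83 and 3 to 8 reads per library, and was not tested because it did not pass the filter on low values.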

For tryptophan biosynthesis, plants exposed to a water deficit partially down-regulated the expression of the tryptophan synthase gene (e.g., *TSB2*) (Figure 6).

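*TSB2* BnaC04g34370D had 26.5 ± 16.9 FPKM (SD, n = 3) in CK, or 450 to 1494 reads per library, and 2 to 3 reads per library in D. It was therefore at least 309-fold lower in D, or at least 199-fold without CK 3 (adjusted p = 0.000521 by limma's test with Benjamini-Hochberg adjustment with all libraries), and was called in all 6 fits that left out 1 library. The other identifier, BnaA04g08710D, did not pass the filter on low values. It had 1.75 ± 0.705 FPKM in CK and 0.572 ± 0.305 in D, and the libraries of both groups did not overlap, which happens for 10% of genes by chance. Every *TSB1* identifier of File S10, which the paper's sentence does not name, was higher in D. For instance, BnaCnng18030D had 20.0 ± 12.2 FPKM in D against 3.18 ± 0.399 in CK.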

The biosynthesis of amino acids from the 2-oxoglutarate pathway (mainly in the “arginine and proline metabolism” pathway) had different patterns in response to drought: the levels of glutamate and proline were increased, while the ornithine content was decreased (Figure 6). 

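*GLT1* has 3 identifiers in File S10. BnaC03g15020D rose from 14.5 ± 4.80 FPKM (SD, n = 3) in CK to 49.0 ± 6.43 in D, a log2 fold change of 1.72 (standard error 0.23, adjusted p = 0.00232) by limma's test with Benjamini-Hochberg adjustment, and was called with any 1 library left out. BnaC03g15030D rose from 7.45 ± 2.51 to 15.2 ± 4.35 FPKM (log2 fold change 0.94, standard error 0.28, adjusted p = 0.0393 by limma's test). It was called in 2 of the 6 fits without 1 library (adjusted p up to 0.121 by limma's test without CK 2) and not without the filter on low values. BnaA03g12250D rose from 7.68 ± 3.22 to 14.1 ± 2.47 FPKM and was just outside the threshold (log2 fold change 0.85, standard error 0.27, adjusted p = 0.0502 by limma's test). It was called with median-of-ratios scaling, quantile normalization, a mean FPKM of at least 5 as the filter and voom on the solved reads, and without CK 3, with limma's adjusted p from 0.00784 to 0.144 over the alternatives apart from the replicate block. The copies of *GLN1-1* fell from 189 ± 52.7 to 2.60 ± 1.57 FPKM (BnaA04g08160D) and from 280.1 ± 51.6 to 8.51 ± 3.38 FPKM (BnaC04g30250D), with log2 fold changes by limma's test of -5.78 (standard error 0.34, adjusted p = 0.000123) and -4.94 (standard error 0.31, adjusted p = 0.000146). The 4 *GLN1-4* genes had log2 fold changes from -6.15 to -4.25. BnaC02g06690D, the highest of them in CK, went from 755 ± 279 to 15.8 ± 5.81 FPKM (log2 fold change -5.497, standard error 0.36, adjusted p = 0.000178 by limma's test). *GLN1-3* BnaA05g22420D was higher in D, with 35.5 ± 7.47 FPKM against 17.0 ± 4.41 in CK (log2 fold change 1.02, standard error 0.23, adjusted p = 0.0153 by limma's test). It was called in 3 of the 6 fits without 1 library (adjusted p up to 0.0601 by limma's test without CK 2), always with a log2 fold change of at least 0.90. The other *GLN1-3* identifier, BnaCnng57900D, did not pass the filter on low values and was at least 4.49-fold lower in D, from 12 to 15 reads per library in CK and 1 to 2 in D.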

For glutamate, the gene encoding glutamate synthase 1 (*GLT1*), associated with glutamate biosynthesis, was up-regulated, while the genes encoding glutamine synthetase cytosolic isozyme (*GLN1-1*/*GLN1-3*/*GLN1-4*), related to glutamate catabolism, were down-regulated by drought—when compared to sufficient water conditions (Figure 6). 

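The 4 *P5CS1* genes of File S10 were low in CK. BnaC04g05620D rose from 4.97 ± 1.208 FPKM (SD, n = 3) in CK to 478 ± 71.6 in D, a log2 fold change of 6.33 (standard error 0.20, adjusted p = 1.21e-05) by limma's test with Benjamini-Hochberg adjustment. BnaA05g05760D rose from 2.76 ± 0.588 to 214 ± 60.6 FPKM (log2 fold change 5.81, standard error 0.23, adjusted p = 2.37e-05 by limma's test) and BnaC04g46630D from 2.06 ± 1.213 to 144 ± 40.1 (log2 fold change 5.61, standard error 0.35, adjusted p = 0.000147). BnaA04g22810D had at most 1 read per library in CK and 8.31 ± 2.57 FPKM in D, at least 138-fold more (adjusted p = 0.000193 by limma's test). *P5CS2* rose from 5.25 ± 0.461 to 47.8 ± 8.14 FPKM for BnaA09g35230D and from 11.4 ± 1.91 to 36.2 ± 7.37 FPKM for BnaC08g26550D, with log2 fold changes by limma's test of 2.95 (standard error 0.16, adjusted p = 9.76e-05) and 1.58 (standard error 0.19, adjusted p = 0.00156). The 3 *PRODH1* genes fell. BnaC07g26120D went from 9.85 ± 2.59 to 0.594 ± 0.280 FPKM and BnaA06g39660D from 10.9 ± 3.29 to 1.02 ± 1.04 (log2 fold change -2.76, standard error 0.22, adjusted p = 0.000352 and log2 fold change -2.64, standard error 0.37, adjusted p = 0.00266 by limma's test). The CK libraries of BnaC02g38230D differed widely, with 84 to 460 reads, against 3 to 5 reads in D (limma's adjusted p = 0.0138). Every tested *P5CS1*, *P5CS2* and *PRODH1* gene was called in all 6 fits that left out 1 library. *PRODH2* (BnaAnng37880D) was too weakly expressed to be tested. It had 4 to 15 reads per library in CK and 0 reads in every D library, so it was at least 3.85-fold lower in D.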

For proline, two delta-1-pyrroline-5-carboxylate synthase genes (*P5CS1*/*P5CS2*), related to proline synthesis, were increased, while genes (*PRODH1*/*PRODH2*) encoding proline dehydrogenase, associated with proline catabolism, were suppressed by water stress (Figure 6). 

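*ArgE* (BnaC07g34860D) had 24.97 ± 6.60 FPKM (SD, n = 3) in CK and 11.8 ± 1.52 in D, a log2 fold change of -0.99 (standard error 0.21, adjusted p = 0.0120) by limma's test with Benjamini-Hochberg adjustment. *ArgJ* (BnaC04g07830D) fell from 2.80 ± 0.438 to 0.966 ± 0.394 FPKM (log2 fold change -0.96, standard error 0.20, adjusted p = 0.0109 by limma's test). Both were called with any 1 library left out. File S10 lists aminoacylase-1B as *Acy1b* with 2 identifiers. BnaCnng71090D rose from 41.4 ± 2.81 to 132 ± 1.16 FPKM (log2 fold change 1.65, standard error 0.14, adjusted p = 0.000459 by limma's test). BnaA06g40880D rose from 14.9 ± 1.24 to 23.2 ± 1.24 FPKM (log2 fold change 0.60, standard error 0.13, adjusted p = 0.0144) and lost its call only without D 1, where limma's adjusted p = 0.0598.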

In terms of ornithine biosynthetic genes, one acetylornithine deacetylase gene (*argE*) and one arginine biosynthesis bifunctional protein gene (*ArgJ*) were suppressed, while one aminoacylase-1B gene (*Acyb1*) was increased by drought (Figure 6). Water shortage up-regulated the expression of the ornithine catabolism gene encoding ornithine carbamoyltransferase (*OTC*) (Figure 6).

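*OTC* has 2 identifiers, both higher in D. BnaA07g21750D rose from 22.3 ± 5.40 FPKM (SD, n = 3) in CK to 50.1 ± 1.66 in D and BnaC06g22470D from 18.2 ± 1.71 to 44.5 ± 0.598, with log2 fold changes of 1.16 (standard error 0.19, adjusted p = 0.00436) and 1.25 (standard error 0.14, adjusted p = 0.00106) by limma's test with Benjamini-Hochberg adjustment. Over the fits that left out 1 library, the log2 fold changes lay between 1.02 and 1.34 and between 1.18 and 1.31, respectively, and both genes were called in every fit.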

In drought with fullerol treatment vs. sufficient water condition (D + F vs. CK), the accumulation of amino acids in the leaves of *B. napus* seedlings was changed. For amino acids derived from the shikimate pathway, drought addition with fullerol treatment did not change the content of phenylalanine, but showed a reduction in tryptophan content as well as partially repressed the expression of the tryptophan synthetic gene (e.g., *TSB2*), when compared to well-watered conditions (Figure 6). 

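In D + F, *TSB2* BnaC04g34370D had 0.108 ± 0.0752 FPKM (SD, n = 3), from 1 to 7 reads per library. Its log2 fold change against CK was -4.45 (standard error 0.40, adjusted p = 0.00137) by limma's test with Benjamini-Hochberg adjustment, and it lay between -4.86 and -3.98 with any 1 library left out. BnaA04g08710D, which was not tested because of the filter on low values, had 0.643 ± 0.254 FPKM in D + F.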

For amino acids derived from the 2-oxoglutarate pathway, drought with fullerol treatment had almost no effects on the contents of glutamate and proline, but increased the ornithine content and up-regulated the expression of gene *Acyb1,* related to ornithine biosynthesis, in comparison with sufficient water conditions (Figure 6). 

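*Acy1b* BnaCnng71090D had 77.6 ± 14.2 FPKM (SD, n = 3) in D + F, a log2 fold change against CK of 0.88 (standard error 0.19, adjusted p = 0.0203) by limma's test with Benjamini-Hochberg adjustment. It was called in 4 of the 6 fits that left out 1 library, with limma's adjusted p reaching 0.0913 without CK 2, and was not called with quantile normalization. BnaA06g40880D had 15.9 ± 3.29 FPKM in D + F and did not differ from CK (log2 fold change 0.07, standard error 0.18, adjusted p = 0.809 by limma's test), with a log2 fold change from -0.07 to 0.20 over the fits without 1 library.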

For amino acids derived from phosphoribosyl pyrophosphate, in the D + F vs. CK group, the content of histidine was decreased and the expression of the gene encoding histidinol dehydrogenase (*HDH*), which oxidizes histidinol to histidine, was down-regulated (Figure 6).

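*HDH* (BnaCnng13210D) was higher in D + F than in CK, with 13.4 ± 6.11 FPKM (SD, n = 3) against 4.41 ± 1.07, or 50 to 156 against 26 to 40 reads per library. The log2 fold change was 1.32 (standard error 0.36, adjusted p = 0.0468) by limma's test with Benjamini-Hochberg adjustment and remained above 0 in every alternative, between 1.09 and 1.75 with 1 library left out. It was called in 1 of those 6 fits, with limma's adjusted p of up to 0.155 without D + F 2, and was not called without the filter on low values or with voom on the solved reads.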

Compared with drought alone, drought with fullerol treatment had no impacts on amino acids from the shikimate pathway, except for N-acetyl-phenylalanine (Figure 6). 

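*CORI3* (BnaC01g15060D) had 212 ± 14.6 FPKM (SD, n = 3) in D and 125 ± 19.95 in D + F, and all D libraries lay above all D + F libraries. Its log2 fold change of -0.77 (standard error 0.16, adjusted p = 0.0822) by limma's test with Benjamini-Hochberg adjustment was not significant, and none of the alternatives called it, with limma's adjusted p from 0.0693 to 0.285 apart from the replicate block.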

The N-acetyl-phenylalanine level and its biosynthetic gene *CORI3* were suppressed by fullerol under water stress (Figure 6). The contents of amino acids (glutamate, proline, and arginine) derived from the 2-oxoglutarate pathway were decreased in fullerol-treated plants, in comparison with non-fullerol-treated plants, under drought. At the transcript levels, for glutamate, one catabolic gene encoding probable glutamate dehydrogenase 3 (*GSH3*) and two catabolic genes (*GLN1-4*/*GLN1-1*) were up-regulated in fullerol-treated plants under drought. 

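The 4 *GLN1-4* genes of File S10 were higher in D + F than in D. BnaC02g06690D had 173 ± 40.3 FPKM (SD, n = 3) in D + F, a log2 fold change of 3.41 (standard error 0.31, adjusted p = 0.0186) by limma's test with Benjamini-Hochberg adjustment, which stayed between 3.09 and 3.62 with any 1 library left out. The others had log2 fold changes of 2.66 (BnaA02g03140D), 2.71 (BnaA10g17910D) and 2.87 (BnaC09g41340D), with limma's adjusted p between 0.0186 and 0.0193. For *GLN1-1*, BnaA04g08160D reached 29.9 ± 16.1 FPKM and BnaC04g30250D 59.0 ± 24.7 in D + F, with log2 fold changes by limma's test of 3.05 (standard error 0.46, adjusted p = 0.0391) and 2.66 (standard error 0.37, adjusted p = 0.0337). These calls rested on the full set of libraries. None of the *GLN1-4* and *GLN1-1* genes was called without the filter on low values, and they were called in 1 to 3 of the 6 fits without 1 library, with limma's adjusted p of up to 0.148 (BnaA04g08160D without D + F 2). Their lowest log2 fold change over these fits was 2.32. *GSH3* (BnaC01g40390D) had 0.574 ± 0.208 FPKM in D + F, from 11 to 21 reads per library, and at most 2 reads per library in D, at least 5.52-fold more in D + F. The difference was not significant (adjusted p = 0.128 by limma's test), and no alternative other than limma without trend called it.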

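Of the 4 *P5CS1* genes of File S10, BnaC04g46630D was a DEG in D + F vs. D, with 22.1 ± 9.54 FPKM (SD, n = 3) in D + F and a log2 fold change of -2.704 (standard error 0.36, adjusted p = 0.0317) by limma's test with Benjamini-Hochberg adjustment. BnaA05g05760D had 58.4 ± 24.3 FPKM (log2 fold change -1.92, standard error 0.37, adjusted p = 0.0643 by limma's test), BnaA04g22810D 2.22 ± 0.988 (log2 fold change -1.54, standard error 0.27, adjusted p = 0.0529) and BnaC04g05620D 269 ± 53.4 (log2 fold change -0.83, standard error 0.21, adjusted p = 0.125). For each of the 4, all D + F libraries lay below all D libraries. BnaA04g22810D became a DEG with median-of-ratios scaling, quantile normalization, voom on the solved reads and a fit on all 9 libraries (limma's adjusted p from 0.0250 to 0.161 over the alternatives apart from the replicate block), and BnaA05g05760D with a fit on all 9 libraries (from 0.0336 to 0.181). *P5CS2* BnaA09g35230D was a DEG, with 9.86 ± 3.23 FPKM in D + F (log2 fold change -2.197, standard error 0.24, adjusted p = 0.0187 by limma's test). BnaC08g26550D, with 16.4 ± 4.91 FPKM, was not a DEG (log2 fold change -1.11, standard error 0.23, adjusted p = 0.0797 by limma's test). Without 1 library at a time, BnaC04g46630D was called in 1 of 6 fits and BnaA09g35230D in 2, with limma's adjusted p of up to 0.105 without D 1 and 0.0728 without D 1. Both also lost their calls without the filter on low values.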

With regard to proline, two biosynthetic genes *P5CS1*/*P5CS2* were suppressed by fullerol in *B. napus* subjected to soil drying (Figure 6). However, exogenous fullerol decreased the amino acids from phosphoribosyl pyrophosphate, including histidine and histamine, under drought (Figure 6). The transcript level of the gene encoding ATP phosphoribosyltransferase 1 (*HISN1A*), related to histidine synthesis, was lower and the transcript level of gene encoding serine decarboxylase (*SDC*), associated with histidine catabolism, was higher, in fullerol-treated plants than non-fullerol-treated plants under water shortage conditions (Figure 6).

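*HISN1A* (BnaC04g18340D) fell from 5.66 ± 1.49 FPKM (SD, n = 3) in D to 0.951 ± 0.596 in D + F. Its log2 fold change was -1.79 (standard error 0.27, adjusted p = 0.0400) by limma's test with Benjamini-Hochberg adjustment. *SDC* (BnaAnng06510D) rose from 2.002 ± 0.0920 to 5.08 ± 0.153 FPKM, with a log2 fold change by limma's test of 1.02 (standard error 0.12, adjusted p = 0.0235) that stayed between 0.99 and 1.04 when libraries were left out in turn. Each gene was called in 1 of these 6 fits, with limma's adjusted p of up to 0.149 for *HISN1A* without D + F 2 and 0.109 for *SDC* without D + F 2. Neither was called without the filter on low values, and *HISN1A* was not called with a pseudocount of 0.1 or with voom on the solved reads.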

#### 2.4.3. Secondary Metabolite Metabolism

Under drought stress, plants can produce a variety of secondary metabolites; of these, phenolics and flavonoids are substances with antioxidant capacity. *B. napus* plants undergoing drought stress had a reduction in most detected phenolics and flavonoids, including hyperoside, peonidin 3-O-glucoside cation, quercetin 3′-methyl ether, 3-hydroxy-4-methoxycinnamic acid, and trans-3-coumaric acid, compared to sufficient water conditions (Supplementary Materials File S1 and Figure 6). Of these, trans-3-coumaric acid can be mapped to “phenylalanine metabolism” of the KEGG pathway (Supplementary Materials File S7 and Figure 6).

Compared with the well-watered conditions, drought with fullerol treatment also decreased the contents of phenolics and flavonoids, including peonidin 3-O-glucoside cation, quercetin 3′-methyl ether, 3-hydroxy-4-methoxycinnamic acid, and trans-3-coumaric acid (Supplementary Materials File S2 and Figure 6). The values of log_2_fold change in most of the detected phenolics and flavonoids were higher in the D + F vs. CK group than in the D vs. CK group (Supplementary Materials Files S1 and S2).

Drought addition with fullerol led to an increase in the accumulation of most detected phenolics and flavonoids, including luteolin, rutin, chlorogenic acid, trans-3-coumaric acid, and 3-hydroxy-4-methoxycinnamic acid, compared to drought stress alone (Supplementary Materials File S2 and Figure 6). Among them, chlorogenic acid and luteolin can be mapped to “flavonoid biosynthesis” of the KEGG pathway (Supplementary Materials File S9 and Figure 6). The gene encoding flavonoid 3′-monooxygenase (*CYP75B1*), associated with luteolin biosynthesis, was up-regulated by fullerol in *B. napus* subjected to water deficit (Figure 6). 

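*CYP75B1* is listed with 2 identifiers. BnaA10g23330D rose from 0.102 ± 0.0852 FPKM (SD, n = 3) in D (1 to 7 reads per library) to 3.05 ± 0.794 in D + F, a log2 fold change of 1.86 (standard error 0.19, adjusted p = 0.0187) by limma's test with Benjamini-Hochberg adjustment. BnaC09g47980D rose from 0.132 ± 0.116 FPKM (0 to 11 reads) to 1.86 ± 0.284 (76 to 118 reads), with a log2 fold change of 1.34 (standard error 0.16, adjusted p = 0.0235) by limma's test. BnaA10g23330D was called in 2 of the 6 fits that left out 1 library and BnaC09g47980D in 1, with limma's adjusted p of up to 0.0728 without D 1 and 0.103 without D + F 2. Neither was called without the filter on low values or in a fit on all 9 libraries, and BnaC09g47980D was not called with voom on the solved reads.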

Foliar application of fullerol elevated the expression of genes encoding phenylalanine ammonia-lyase (*PAL1*/*PAL2*) for trans-3-coumaric acid biosynthesis in drought-treated *B. napus* (Figure 6).

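The 3 *PAL1* genes of File S10 were DEGs in D + F vs. D. BnaA04g21230D rose from 5.33 ± 2.03 FPKM (SD, n = 3) in D to 20.5 ± 1.301 in D + F, BnaA05g07370D from 2.21 ± 0.397 to 7.31 ± 0.312 and BnaC04g08190D from 1.86 ± 0.443 to 9.31 ± 1.76. Their log2 fold changes were 1.81 (standard error 0.23, adjusted p = 0.0269), 1.38 (standard error 0.14, adjusted p = 0.0187) and 1.85 (standard error 0.19, adjusted p = 0.0187) by limma's test with Benjamini-Hochberg adjustment. They were called in 2, 2 and 3 of the 6 fits without 1 library, with limma's adjusted p of up to 0.115 without D + F 2, 0.0853 without D + F 2 and 0.0853 without D + F 2, and none was called without the filter on low values or in a fit on all 9 libraries. *PAL2* (BnaC08g24360D) rose from 4.15 ± 0.640 to 8.86 ± 1.79 FPKM, with all D + F libraries above all D libraries, but was not significant (log2 fold change 0.93, standard error 0.18, adjusted p = 0.0702 by limma's test). Among the alternatives other than limma without trend it was called only without D + F 1, where limma's adjusted p = 0.0444. The range was 0.0444 to 0.229 over the alternatives apart from the replicate block.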

## 3. Discussion

*B. napus* is a critical oil crop grown worldwide, and water deficit poses a threat to its growth and yields. Fullerol is a small-sized carbon nanoparticle with high amounts of polyhydroxy fullerenes, exhibiting positive effects on *B. napus* under drought stress at the physiological level. However, the mechanisms of fullerol at the molecular and metabolic levels in *B. napus* in response to drought remain unclear. In this study, we used transcriptomic and metabolomic analyses to identify differentially expressed genes and differentially accumulated metabolites caused by drought or fullerol; consequently, the molecular and metabolic mechanisms of *B. napus* subjected to fullerol under drought were investigated.

When exposed to soil drying, plants can maintain basal metabolic activities through a series of molecular and biochemical adaptations. In this study, RNA-seq analysis showed that the expression profiles of a large number of DEGs in *B. napus* were altered by drought. Functional enrichment of these DEGs presented that drought triggered KEGG pathways such as “biosynthesis of amino acids”, “carbon fixation in photosynthetic organs”, “arginine and proline metabolism”, and “starch and sucrose metabolism”. In addition, plants can dramatically accumulate metabolites under drought stress. Previous studies have shown that plants can accumulate several metabolites such as sugars, amino acids, organic acids, nucleotides and their derivatives, and phenolics and flavonoids to regulate intracellular osmotic pressure, and scavenge reactive oxygen species (ROS) in response to drought [15,16]. In the present study, metabolomic analysis revealed that drought stress induced a variety of metabolites such as sugars, amino acids, organic acids, and their derivatives, in *B. napus* subjected to drought. The KEGG pathway enrichment analysis revealed that the detected metabolites were mainly enriched in metabolic pathways related to “biosynthesis of amino acids”, “biosynthesis of secondary metabolites”, and “carbon metabolism”. These results were consistent with those of previous studies conducted by Zhao et al. [15], Xiong et al. [17], and Vital et al. [18].

The foliar application of fullerol could induce genes and metabolites that were differentially expressed and differentially accumulated in *B. napus* under drought stress. The most enriched KEGG pathways from DEGs and metabolites induced by fullerol in *B. napus* under drought were similar to those of the drought control. These pathways were mainly concentrated in “starch and sucrose metabolism”, “carbon metabolism”, “galactose metabolism”, “biosynthesis of amino acids”, “arginine and proline metabolism”, etc. Among them, “starch and sucrose metabolism”, “carbon metabolism”, and “galactose metabolism” were related to carbohydrate metabolism. KEGG pathways such as “biosynthesis of amino acids” and “arginine and proline metabolism” were associated with amino acid metabolism. Additionally, the antioxidant-related KEGG pathways such as “flavonoid biosynthesis” and “phenylalanine metabolism” were enriched. Therefore, by comparing the transcriptome and metabolome results, we concluded that fullerol mainly affected the KEGG pathways related to carbohydrate metabolism, amino acid metabolism, and secondary metabolite metabolism, at the molecular and metabolic levels in *B. napus* under drought. Here, we would explore the mechanisms of the effects of fullerol on drought adaptation in *B. napus* based on these three biochemical processes.

### 3.1. Carbohydrate Metabolism

Our previous studies indicated that dry matter (carbohydrate) accumulation in *B. napus* was reduced by drought [9]. The present study further revealed that water deficit decreased the contents of oligosaccharides (related to dry matter accumulation), and down-regulated the expression of genes associated with oligosaccharide biosynthesis (or up-regulated the expression of genes involved in oligosaccharide catabolism). Metabolomic analysis showed that the contents of oligosaccharides including sucrose, fucose, raffinose, and maltose were decreased by drought. Transcriptome analysis supported the metabolomic results and indicated that water shortage depressed the expression of several genes associated with the biosynthesis of oligosaccharides, such as sucrose synthase gene *SPS1*/*SPS4* and raffinose synthesis gene *RFS5*/*AGAL1*. Several studies were consistent with our results. For example, Rahman et al. [19] showed that the contents of sucrose and raffinose in wheat were decreased under post-anthesis drought stress. Drought reduced the sucrose concentration in soybean [20]. In contrast, water shortage improved the accumulation of monosaccharides, and up-regulated the expression of genes related to monosaccharide biosynthesis (or down-regulated genes involved in monosaccharide catabolism). The contents of the monosaccharide, including mannose and glycerate, as well as the content of monosaccharide analogue (myo-inositol), were increased in leaves of *B. napus* under drought stress. Related genes such as the myo-inositol synthesis gene, *IMPL1*, were also increased by water deficit. Previous studies agreed with these results, and Mutwakil et al. [21] reported that a sharp increase in myo-inositol was found in *Calotropis procera* subjected to salt and drought stress. The glycerate level was elevated in both *Ulmus minor* Mill. and *Quercus ilex* L. seedlings under drought [22]. These findings were in accordance with Rodríguez-Calcerrada et al. [23], who stated that simple sugars and sugar alcohols presented a significant increase, whereas compound sugars (e.g., sucrose) decreased or did not change under severe drought stress conditions. The oligosaccharides are energetic and structural substances that can serve as carbon sources for plant growth and development [24,25], while the monosaccharides can act as stress regulators for drought adaptation in plants [26,27]. For example, mannose can be involved in osmoregulation as a low molecular sugar in plants [26]. Myo-inositol can serve as an important stress regulator, both as a key metabolite to regulate osmotic balance and scavenge ROS [27]. Under drought stress, oligosaccharides can be broken down into monosaccharides with lower molecular weights to increase the osmotic potential of cells [24,25]. Therefore, we can speculate that *B. napus* exposed to drought may decompose oligosaccharides into low-molecular sugars such as monosaccharides, which can enhance osmotic adjustment capacity, and even scavenge ROS for adaptation to drought.

Under drought stress, exogenous application of fullerol resulted in almost no changes in the oligosaccharide contents. For monosaccharides, fullerol exhibited inconsistent changes in a few monosaccharides, including glycerate and the derivatives of galactose, in drought-treated plants. As an example, the changes in the derivatives of galactose caused by fullerol under drought were different: decreasing the content of UDP-galactose, and increasing the content of galactarate. These results implied that fullerol may not induce the accumulation of monosaccharides to enhance osmotic adjustment capacity in *B. napus* under drought. 

### 3.2. Amino Acid Metabolism

Amino acid metabolism is the main component of nitrogen metabolism, and in this study, drought mainly affected the accumulation of amino acids derived from the 2-oxoglutarate and shikimate pathways. For the 2-oxoglutarate pathway, our study found that water deficit induced glutamate and proline accumulation, but decreased ornithine formation, which agreed with the findings of Hatzig et al. [28]. The expression of genes encoding proline synthesis (*P5CS1*/*P5CS2*) was up-regulated, and the expression of genes encoding proline catabolism (*PRODH1*/*PRODH2*) was down-regulated by drought. Water stress also up-regulated the expression of the ornithine catabolism gene (*OTC*). Among them, proline is an important osmotic adjustment substance and ROS scavenger, and its accumulation can help to maintain water in plants under osmotic stress, and regulate the redox status of cells [29,30]. In this study, the increase in proline may help to maintain water potential and scavenge ROS in *B. napus*, in response to drought. In contrast, ornithine was found to be decreased under drought. This may be due to the fact that glutamate is a common precursor for proline and ornithine synthesis. In comparison with ornithine, proline synthesis from glutamate is predominant under stress conditions, and the high requirements for proline synthesis may limit ornithine synthesis [28]. 

For the shikimate pathway, drought decreased the contents of phenylalanine and tryptophan. The genes *ADT4*/*ADT5*, which are associated with the biosynthesis of phenylalanine, and the gene *TSB2*, which is related to tryptophan biosynthesis, were down-regulated in *B. napus* subjected to drought. Although most studies pointed out that the accumulation of phenylalanine and tryptophan can be enhanced by water deficit [31,32], several studies showed opposite results, and agreed with our findings. Khan et al. [33] reported that a decrease in phenylalanine level was found in chickpea exposed to drought. Here, phenylalanine is a biosynthetic precursor of phenolics and flavonoids, which can play an antioxidant role in the plant defense system [34,35]. The reduction in phenylalanine under drought stress implies a deficiency of the biosynthetic precursor of phenolics and flavonoids, which may lead to a decrease in phenolics and flavonoids. For tryptophan, we found that drought decreased tryptophan content. Ghorbanpour et al. [36] supported this result, and pointed out that tryptophan was reduced in barley under moderate and severe drought stress. Osmotic stress also decreased tryptophan levels in *Arabidopsis* [37]. Tryptophan is an important precursor for the biosynthesis of auxin in plants [37], and its reduction implies insufficient auxin secretion and growth restriction, consistent with our previous findings that drought reduced biomass accumulation in *B. napus* [9].

When exposed to drought, fullerol treatment had no effects on the accumulation of phenylalanine and tryptophan, but reduced the contents of glutamate, proline, and arginine in *B. napus* seedlings. This metabolic result was consistent with the RNA-seq result. For example, drought with fullerol treatment up-regulated the expression of glutamate catabolic genes *GSH3*/*GLN1-4*/*GLN1-1*, and down-regulated the expression of proline biosynthetic genes *P5CS1*/*P5CS2*, in comparison with drought alone. The reduction in proline, caused by fullerol under drought, is probably due to the fact that fullerol treatment can increase the leaf RWC, which means that plants do not need to biosynthesize proline for osmotic adjustment; thus plants can invest more in the photosynthetic response or other drought tolerance pathways. In addition, the contents of glutamate and proline in the exogenous fullerol with drought treatment were similar to those observed in the well-watered treatment, suggesting that the application of fullerol may reduce the requirement for plants to synthesize proline in response to drought.

It is worth noting that our previous work reported that fullerol treatment enhanced the leaf RWC under drought stress [9]. However, in this study, we found that exogenous fullerol did not accumulate the monosaccharides and specific amino acids, such as proline, in response to drought. The improvement in leaf RWC by fullerol may be because fullerol is able to serve as an additional intercellular water supply, rather than because of the accumulation of monosaccharides and specific amino acids to maintain water potential in leaves of *B. napus* under soil drying [8,9].

### 3.3. Secondary Metabolite Metabolism

Drought stress induces oxidative stress in plants to produce ROS, leading to membrane lipid peroxidation, protein denaturation, and DNA damage. The plants can reduce free radical damage in cells by increasing antioxidants. The phenylpropane metabolic pathway is a key metabolic pathway for secondary metabolites in plants [38]. The phenolics and flavonoids produced by the phenylpropane metabolic pathway are typical natural antioxidants in plants that resist environmental stresses [39,40]. Some studies have shown that drought increased the accumulation of phenolics and flavonoids, which helped to reduce ROS in plants during drought [41,42]. However, in the present study, we found that water deficit decreased the contents of phenolics and flavonoids such as hyperoside, peonidin 3-O-glucoside cation, quercetin 3′-methyl ether, 3-hydroxy-4-methoxycinnamic acid, and trans-3-coumaric acid. Among them, trans-3-coumaric acid is involved in the phenylpropanoid metabolic pathway. Several studies supported this result and Hernández et al. [43] showed that flavanols, including epicatechin gallate and epigallocatechin gallate, were reduced by drought stress in tea. A reduction in the concentration of rutin (flavonoid) was found in leaves of *Bupleurum chinense* DC exposed to water deficit [44]. Our results also showed that phenylalanine, one of the biosynthetic precursors of phenolics and flavonoids, was inhibited by drought, which may lead to a reduction in phenolics and flavonoids. In this study, the reduction in phenolics and flavonoids may be because these substances, in the leaves, are consumed to maintain primary metabolic functions, such as monosaccharides or prolines during drought stress [44].

Under drought stress, exogenous application of fullerol increased the contents of phenolics and flavonoids such as luteolin, trans-3-coumaric acid, chlorogenic acid, and 3-hydroxy-4-methoxycinnamic acid. Among them, chlorogenic acid and luteolin are involved in the “flavonoid biosynthesis” pathway. Additionally, fullerol elevated the expression of related biosynthetic genes under drought conditions. As an example, genes (*PAL1*/*PAL2*) encoding enzymes related to the synthesis of trans-3-coumaric acid were up-regulated by fullerol under drought. Furthermore, the levels of phenolics and flavonoids in the fullerol with drought treatment remained lower than in the well-watered treatment. These findings indicated that fullerol alleviated the inhibitory effects of drought on the accumulation of phenolics and flavonoids.

## 4. Materials and Methods

### 4.1. Plant Materials and Growth Conditions

This experiment was conducted in a controlled growth chamber with a 14 h photoperiod (07:00–21:00 h BST) and day/night temperature of 25/18 °C, in the Experimental Station of the Oil Crops Research Institute, Chinese Academy of Agricultural Sciences, Wuhan China. We selected uniform *B. napus* seeds of the Zhongshuang 11 genotype and surface-sterilized the seeds using 0.2% HgCl_2_ for 10 min and washed them with distilled water. A mixture of a loamy clay soil and vermiculite (soil:vermiculite=2:1, *v*/*v*) (1 kg) was used to fill each plastic container. We sowed eight seeds and thinned them into four seedling plants in every pot. For the initial 20 days after sowing (DAS), all pots were watered daily by weight to maintain soil water content (SWC) at 75–80% field capacity (FC). Then, two water treatments were performed: 1) plants were maintained at 80% FC daily; and 2) pots were controlled at 80% FC during the initial 20 days, and then SWC was reduced to 30% FC at 25 DAS. A small amount (5 mL) of distilled water (0 mg L^−1^ fullerol) or 100 mg L^−1^ fullerol (C_60_(OH)_27_, purity >99.9%) was applied to leaves of seedlings in each pot every other day, during 21 to 25 DAS. Fullerol synthesized from fullerene C60 using the O_2_/NaOH approach, according to the method of Li et al. [45], was purchased from the Suzhou Dade Nanotechnology Co. Ltd., Suzhou, China. The treatment combinations were as follows: sufficient water condition + 0 mg L^−1^ fullerol (Check, CK), drought + 0 mg L^−1^ fullerol (D), and drought + 100 mg L^−1^ fullerol (D + F). The 3^rd^ leaves of seedlings in the three treatments were sampled for RWC, RNA-seq, and metabolomic analysis at 25 DAS. The aboveground tissues for all treatments at 30 DAS were collected for the measurement of biomass.

### 4.2. RNA-Seq Analysis

#### 4.2.1. RNA Extraction and Quantification

Total RNA isolation from leaves was carried out using TRIzol reagent (Invitrogen, Burlington, ON, Canada). RNA degradation and contamination were determined on 1% agarose gels. The quantification and qualification of RNA were then checked using a Nano Photometer spectrophotometer (IMPLEN, Westlake Village, CA, USA), a Qubit RNA Assay Kit in a Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA), and an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The cDNA library construction and sequencing were conducted at a commercial service company (Novogene, Beijing, China; http://www.novogene.com, accessed on 20 September 2017). Three biological replicates were used in RNA-seq experiments.

#### 4.2.2. Data Processing

Raw reads were cleaned by removing low-quality sequences, and those containing adapter or poly-N sequences. The index of the reference genome was built using Bowtie 2.2.3. TopHat 2.0.12, which is a fast-mapping tool based on generating a database of splice junctions. This was used to align clean paired-end reads to the reference genome. The clean reads were mapped to the *Brassica napus* genome (http://brassicadb.org/brad/datasets/pub/Genomes/Brassica_napus/, accessed on 8 October 2017) [46]. HTSeq 0.6.1 was used to summarize read counts mapped to each gene. The gene expression levels were quantified by fragments per kilobase of transcript per millions reads (FPKM) that eliminate the influence of gene lengths, and sequencing discrepancies.

DESeq R package (1.18.0) was used to identify the DEGs between two groups with three replications. For controlling the false discovery rate, the resulting *p* values were adjusted using Benjamini and Hochberg’s procedure. Genes with an adjusted *p* value less than 0.05, identified by DESeq, were regarded as being differentially expressed [47,48]. The DEGs were then used to conduct functional annotation, including GO and KEGG analysis. GO seq R package was used to implement the functional enrichment analysis of GO. KOBAS software (KOBAS, Surrey, UK) was used to conduct KEGG pathway enrichment analysis, which can calculate the total number of DEGs involved in specific pathways.

#### 4.2.3. qRT-PCR Analysis

To validate RNA-seq results, we selected 22 genes to explore their expression patterns using qRT-PCR analysis. Three independent biological replicates were conducted, and each biological group was repeated three times. Total RNA samples were isolated from leaves using TRIzol reagent (Invitrogen, Burlington, ON, Canada). One μg of total RNA was reverse-transcribed by RevertAid^TM^ First Strand cDNA Synthesis kit (Fermentas, Burlington, ON, Canada). We used the Bio-Rad Real-Time System (BioRad, Hercules, CA, USA) to conduct qRT-PCR in 50 μL of reaction mixture, including: 25 μL 2× SYBR^®^ Premix Ex Taq^TM^ II (Takara, Kusatsu, Japan), 2 μL of each PCR forward and reverse primer for the selected gene, 1 μL of 50 × ROX reference dye, 4 μL of cDNA template, and 16 μL of dd H_2_O. The amplification conditions of PCR were as follows: one cycle of 95 °C for 30 s, 40 cycles of 95 °C for 5 s, and 60 °C for 30 s. The transcript level of the β-actin gene was set as a control. We listed the primer sequences for the selected genes in Table S2.

### 4.3. Metabolomic Analysis

#### 4.3.1. Metabolite Extraction and LC-MS Conditions

Untargeted metabolomic profiling was conducted by Novogene company (Beijing, China). The leaf tissues (50 mg) were extracted in 1 mL of methanol:methylcyanide:water mixture (2: 2: 1, *v*/*v*/*v*) for 1 h at –20 °C, centrifuged at 13,000 rpm for 15 min at 4 °C to obtain the supernatant, freeze-dried, and stored at –80 °C. A total of 100 μL of methylcyanide:water mixture (1:1, *v*/*v*) was added to the dried sample, and the solution was then vortexed for 30 s and centrifuged at 14,000 rpm for 15 min at 4 °C. The supernatant was transferred into an LC vial for nontargeted global ultra-performance liquid chromatography-quadrupole time-of-flight mass spectrometry (UPLC-Q-TOF-MS) analysis. For quality control, an equal mixture of all samples was taken. There were six biological replicates for each treatment using UPLC-Q-TOF-MS analysis.

We used Agilent 1290 Infinity LC (Agilent Technology, Santa Clara, CA, USA) equipped with an Acquity UPLC HSS T3 column of 2.1 mm × 100 mm (Waters, Milford, MA, USA) to separate the production. The temperature of the column was set at 25 °C and the flow rate was 0.3 mL min^−1^. Mobile phase A was water/25 mM ammonium acetate/25 mM ammonia, and mobile phase B was acetonitrile. A gradient elution program consisted of 95% B at 0–0.5 min, 95–65% B at 0.5–7 min, 65–40% B at 7–8 min, 40% B at 8–9 min, 40–95% B at 9–9.1 min, and 95% B at 9.1–12 min. The separated components were detected in the positive and negative electrospray ionization modes using a Triple-TOP 5600 mass spectrometer (AB SCIEX, Concord, ON, Canada). Ion source gas 1 and 2 and curtain gas were set at 60, 60, and 30, respectively. The TOF MS scan m/z range was 60–1200 Da, and the MS/MS scan m/z range was 25–1200 Da. The accumulation time was 0.15 s/spectra for TOP MS, and 0.03 s/spectra for MS/MS. The source temperature was 600 °C and the IonSpray voltage was set at ± 5500 V.

#### 4.3.2. Multivariate Data Processing

Multivariate methods including PCA, and partial least-squares discriminant analysis (PLS-DA) were used for normalized data analysis [49,50,51]. The inclusion/exclusion criteria of: (1) variable importance in projection (VIP) > 1.0; and (2) *p*-value < 0.05 were performed for the identification of the metabolites [52]. Metabolites that reached these criteria were marked as significantly differential metabolites. The significantly differential metabolites obtained from each comparison group underwent KEGG ID mapping, and were submitted to the KEGG website for relevant pathway analysis. 

### 4.4. Statistical Analyses of Other Data

Statistical analyses for qRT-PCR data were carried out using one-way ANOVA, and Duncan’s multiple range test was performed to compare the significant differences among treatments at *p* = 0.05 level.

## 5. Conclusions

In this study, we investigated the molecular and metabolic mechanisms induced by fullerol in enhancing drought tolerance in *B. napus* seedlings using the transcriptomic and metabolomic analyses. The results show a correspondence between profile changes in genes, and profile changes metabolites. The DEGs and differentially accumulated metabolites triggered by drought or fullerol were commonly enriched in KEGG pathways associated with carbohydrate metabolism, such as “carbon metabolism”, amino acid metabolism such as “biosynthesis of amino acids”, and secondary metabolite metabolism such as “biosynthesis of secondary metabolites”. We analyzed the DEGs and differential metabolites in these KEGG pathways and found that *B. napus* seedlings subjected to soil drying exhibited a high accumulation of primary metabolites, and inhibited the accumulation of secondary metabolites. The accumulated primary metabolites, including monosaccharides (e.g., mannose and myo-inositol) and specific amino acids (e.g., proline), can promote the osmotic adjustment ability in leaves of *B. napus* seedlings in response to drought. The results further showed that fullerol treatment could reverse the inhibitory effects of drought on the accumulation of secondary metabolites, such as phenolics and flavonoids (e.g., luteolin and trans-3-coumaric acid), but had no impacts on the accumulation of osmotic adjustment substances (e.g., monosaccharides and specific amino acids) to enhance drought tolerance in *B. napus*.

## Figures and Tables

**Figure 1:**
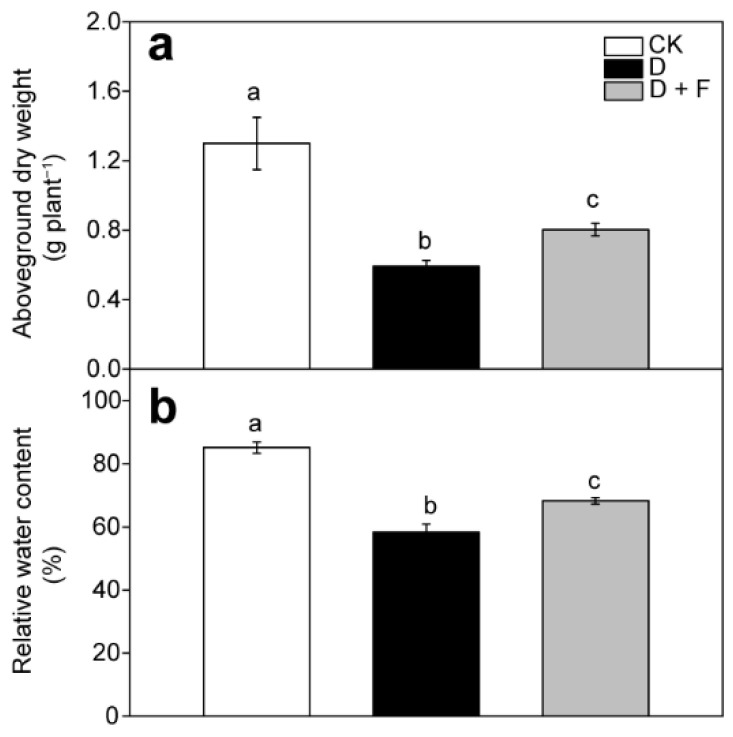
Aboveground biomass (**a**) and leaf relative water content (**b**) in leaves of *B. napus* treated with different fullerol treatments (0 and 100 mg L^−1^ F) and water gradients (CK: check, sufficient water condition; D: drought). Values are the means of three replicates ± standard error. The different letters in each subfigure indicate significant differences between water or fullerol treatments. Data were adapted from Xiong et al. [9].

**Figure 2:**
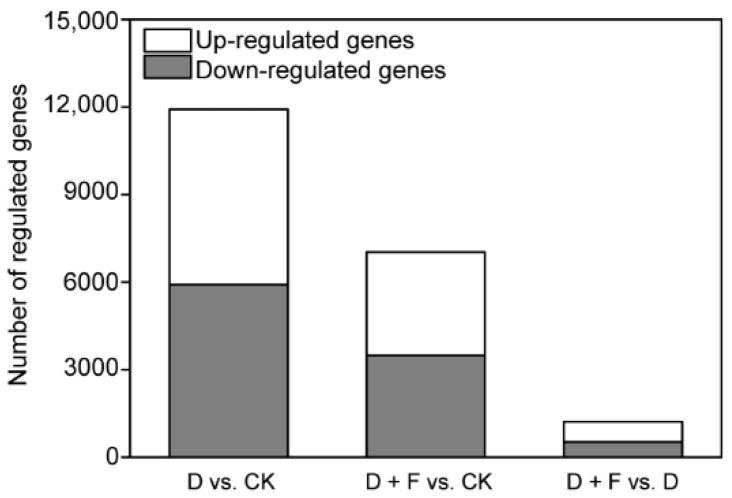
Summary of the numbers of differentially expressed genes (DEGs) in leaves of *B. napus* with drought and fullerol treatments. CK: check (sufficient water condition); D: drought; F: fullerol.

**Figure 3:**
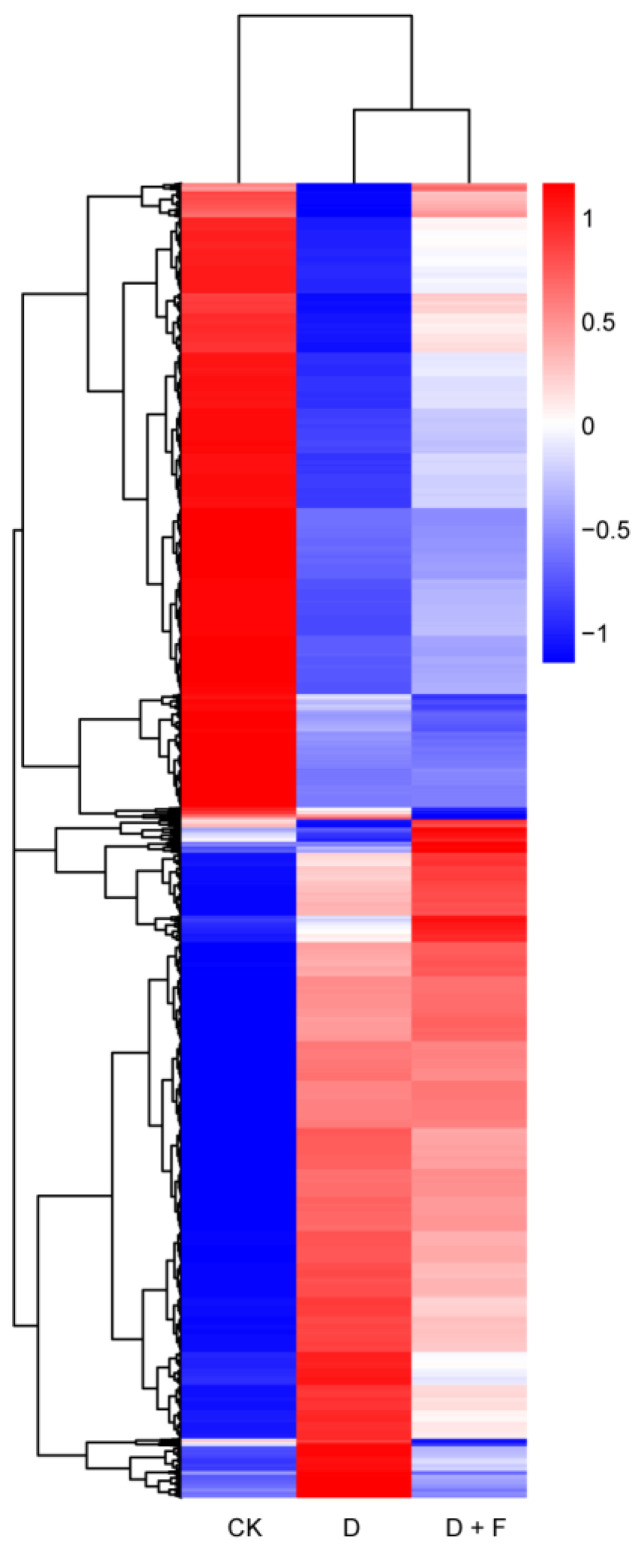
Hierarchical cluster analyses of differentially expressed genes in leaves of *B. napus* after drought and fullerol treatments. CK: check (sufficient water condition); D: drought; F: fullerol.

**Figure 4:**
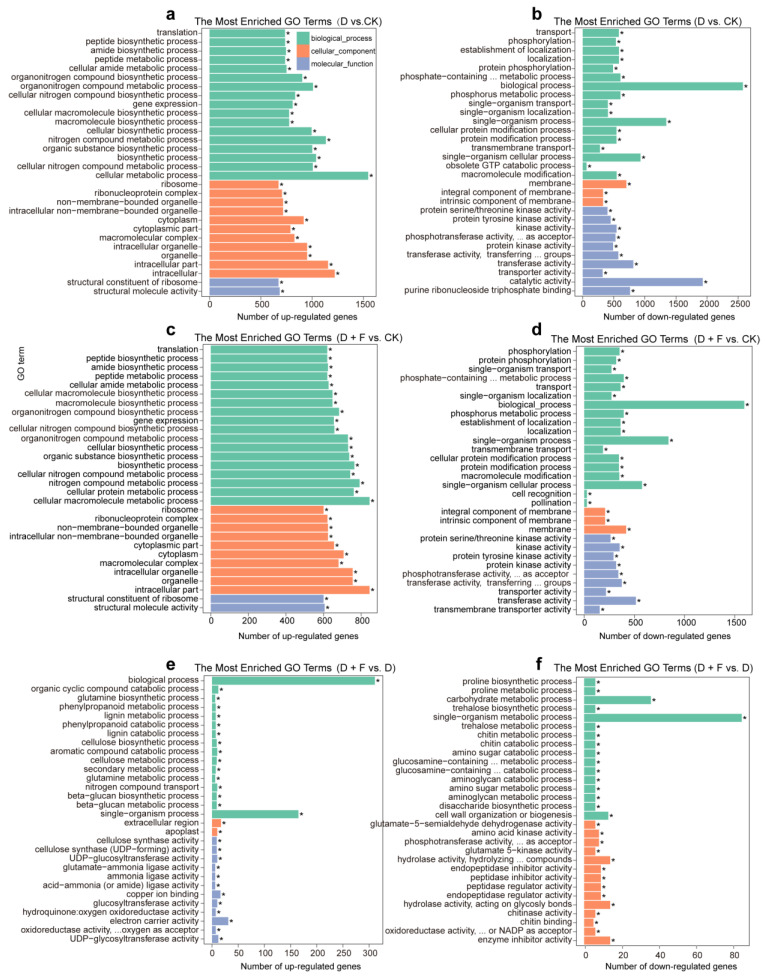
Gene ontology (GO) analysis of differentially expressed genes in leaves of *B. napus* after drought and fullerol treatments. The top 30 enriched GO categories for the up-regulated (**a**,**c**,**e**) and down-regulated (**b**,**d**,**f**) genes between drought (D) and check (CK, sufficient water condition) (D vs. CK), between drought with fullerol (D + F) and check (CK) (D + F vs. CK), and between non-fullerol-treated and fullerol-treated in the drought treatment (D + F vs. D), are given separately. “*” represents that the GO terms are significantly enriched at *p* < 0.05.

**Figure 5:**
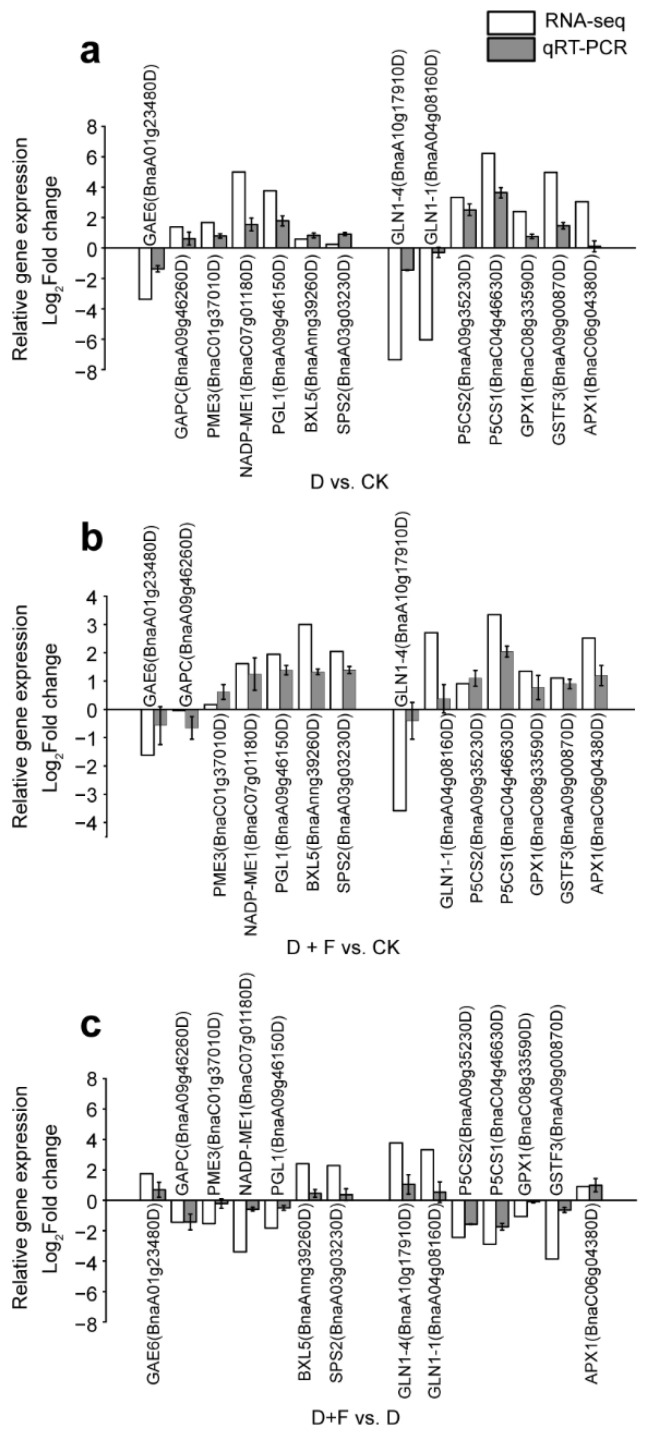
Validation of the expression levels of differentially expressed genes obtained from RNA-seq analyses using qRT-PCR. CK: check (sufficient water condition); D: drought; F: fullerol. (**a**) Group D vs. CK. (**b**) Group D + F vs. CK. (**c**) Group D + F vs. D. Values are the means of three replicates ± standard error.

**Figure 6:**
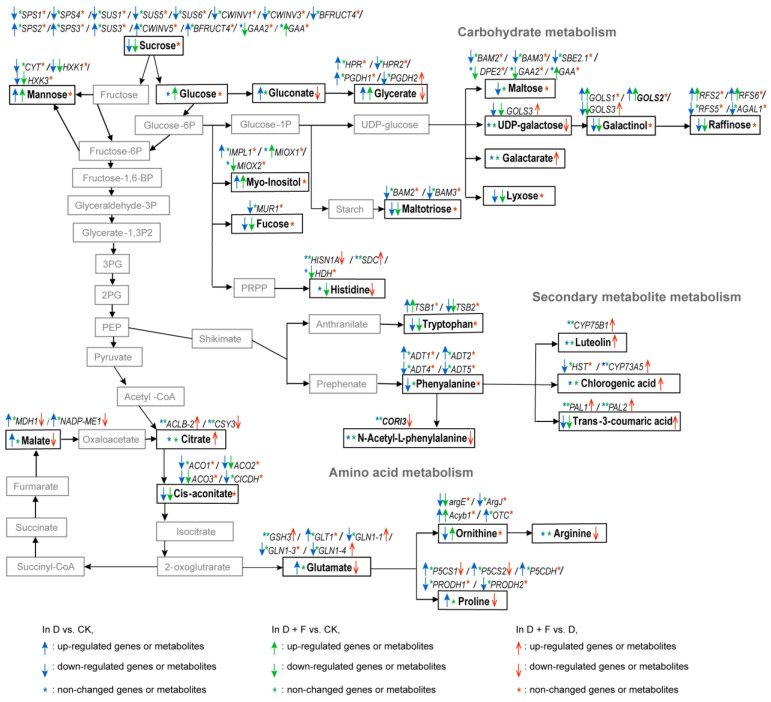
Map of genes and metabolites enriched in common KEGG pathways related to carbohydrate metabolism, amino acid metabolism, and biosynthesis of plant secondary metabolites in a comparison between drought (D) and check (CK, sufficient water condition), between drought with fullerol treatment (D + F) and check (CK), or between drought with fullerol treatment (D + F) and drought alone (D). Downward-pointing arrows indicate that the genes or metabolites are down-regulated, and upward-pointing arrows indicate that the genes or metabolites are up-regulated. The blue arrows indicate changes in genes or metabolites occurring in the D vs. CK group, the green arrows indicate changes in genes or metabolites occurring in the D + F vs. CK group, and the red arrows indicate changes occurring in the D + F vs. D group. The differentially expressed genes with assay names of the gene ID are given in Supplementary Materials File S10.

## Data Availability

Raw data have been deposited in the Gene Expression Omnibus (GEO) international repository, and the GEO accession number is GSE216368.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232315304/s1, Figure S1: KEGG pathway analysis of differentially expressed genes in leaves of *B. napus* after drought and fullerol treatment. Top 20 enriched KEGG pathways for the up-regulated (a, c, e) and down-regulated (b, d, f) genes between drought (D) and check (CK, sufficient water condition) (D vs. CK), between drought with fullerol (D + F) and check (CK) (D + F vs. CK), and between fullerol and control in the drought treatment (D + F vs. D) are given separately; Figure S2: Principal component analysis (PCA) clustering based on metabolome data in leaves of *B. napus* under water and fullerol treatment. CK: check (sufficient water condition); D: drought; F: fullerol. (a) Group D vs. CK. (b) Group D + F vs. CK. (c) Group D + F vs. D; Table S1: Primers for quantitative real-time PCR; Table S2: The data obtained from sequencing different samples in leaves of *B. napus* under water and fullerol treatments. CK: check (sufficient water condition); D: drought; F: fullerol; Supplementary Materials File S1: Differential metabolites identified under drought (D) in comparison with check (CK: well-watered condition) in leaves of *B. napus*; Supplementary Materials File S2: Differential metabolites identified under fullerol treatment in drought-treated plants (D + F) in comparison with check (CK, well-watered condition) in leaves of *B. napus*; Supplementary Materials File S3: Differential metabolites identified under fullerol treatment in drought-treated plants (D + F) in comparison with drought alone (D) in leaves of *B. napus*; Supplementary Materials File S4: KEGG pathways of metabolites in leaves of *B. napus* in a comparison between drought (D) and check (CK, sufficient water condition); Supplementary Materials File S5: KEGG pathways of metabolites in leaves of *B. napus* in a comparison between drought with fullerol treatment (D + F) and check (CK, sufficient water condition); Supplementary Materials File S6: KEGG pathways of metabolites in leaves of *B. napus* in a comparison between drought with fullerol treatment (D + F) and drought alone (D); Supplementary Materials File S7: The common KEGG pathways based on metabolite-transcript integration using transcriptome and metabolome datasets in leaves of *B. napus* in a comparison between drought (D) and check (CK, sufficient water condition); Supplementary Materials File S8: The common KEGG pathways based on metabolite-transcript integration using transcriptome and metabolome datasets in leaves of *B. napus* in a comparison between drought with fullerol treatment (D + F) and check (CK, sufficient water condition); Supplementary Materials File S9: The common KEGG pathways based on metabolite-transcript integration using transcriptome and metabolome datasets in leaves of *B. napus* in a comparison between drought with fullerol treatment (D + F) and drought alone (D); Supplementary Materials File S10: The differentially expressed genes mentioned in Figure 6 with assay names of gene ID in leaves of *B. napus* in a comparison between check (sufficient water condition), drought, and drought addition with fullerol.

# Supplementary material for: Transcriptomic and Metabolomic Analyses Reveal That Fullerol Improves Drought Tolerance in Brassica napus L
**Source:** Int J Mol Sci. 2022 Dec 4;23(23):15304. doi: 10.3390/ijms232315304
**Supplement:** Supplementary file 1

**Figure S1.** KEGG pathway analysis of differentially expressed genes in leaves of *B. napus* after drought and fullerol treatment. Top 20 enriched KEGG pathways for the up-regulated (a, c, e) and down-regulated (b, d, f) genes between drought (D) and check (CK, sufficient water condition) (D vs. CK), between drought with fullerol (D + F) and check (CK) (D + F vs. CK), and between fullerol and control in the drought treatment (D + F vs. D) are given separately.

**Figure S2.** Principal component analysis (PCA) clustering based on metabolome data in leaves of *B. napus* under water and fullerol treatment. CK: check (sufficient water condition); D: drought; F: fullerol. (a) Group D vs. CK. (b) Group D + F vs. CK. (c) Group D + F vs. D.

**Table S1.** Primers for quantitative real-time PCR.

**Table S2.** The data obtained from sequencing different samples in leaves of *B. napus* under water and fullerol treatments. CK: check (sufficient water condition); D: drought; F: fullerol.

**Supplementary Materials File S1.** Differential metabolites identified under drought (D) in comparison with check (CK: well-watered condition) in leaves of *B. napus*.

**Supplementary Materials File S2.** Differential metabolites identified under fullerol treatment in drought-treated plants (D + F) in comparison with check (CK, well-watered condition) in leaves of *B. napus*.

**Supplementary Materials File S3.** Differential metabolites identified under fullerol treatment in drought-treated plants (D + F) in comparison with drought alone (D) in leaves of *B. napus*.

**Supplementary Materials File S4.** KEGG pathways of metabolites in leaves of *B. napus* in a comparison between drought (D) and check (CK, sufficient water condition).

**Supplementary Materials File S5.** KEGG pathways of metabolites in leaves of *B. napus* in a comparison between drought with fullerol treatment (D + F) and check (CK, sufficient water condition).

**Supplementary Materials File S6.** KEGG pathway analysis of metabolites in leaves of *B. napus* in a comparison between drought with fullerol treatment (D + F) and drought alone (D).

**Supplementary Materials File S7.** The common KEGG pathways based on metabolite-transcript integration using transcriptome and metabolome datasets in leaves of *B. napus* in a comparison between drought (D) and check (CK, sufficient water condition).

**Supplementary Materials File S8.** The common KEGG pathways based on metabolite-

transcript integration using transcriptome and metabolome datasets in leaves of *B. napus* in a comparison between drought with fullerol treatment (D + F) and check (CK, sufficient water condition).

**Supplementary Materials File S9.** The common KEGG pathways based on metabolite-transcript integration using transcriptome and metabolome datasets in leaves of *B. napus* in a comparison between drought with fullerol treatment (D + F) and drought alone (D).

**Supplementary Materials File S10.** The differentially expressed genes mentioned in figure 6 with assay names of gene ID in leaves of *B. napus* in a comparison between check (sufficient water condition), drought, and drought addition with fullerol.

# Supplementary material for: Transcriptomic and Metabolomic Analyses Reveal That Fullerol Improves Drought Tolerance in Brassica napus L
**Source:** Int J Mol Sci. 2022 Dec 4;23(23):15304. doi: 10.3390/ijms232315304
**Supplement:** Supplementary file 1

**Table S1.** Primers for quantitative real-time PCR.

| Gene            | Sequence (5'-3')           |                            |
|-----------------|----------------------------|----------------------------|
|                 | Forward primer             | Reverse primer             |
| <i>GAE6</i>     | CCGAACGCAAGACAATCAAGAAG    | CCAACGCACCGACACATCC        |
| <i>GAPC</i>     | CGTCCACTCTATCACTGCTACTC    | GCGGCTCTTCCACCTCTCC        |
| <i>PME3</i>     | AATCCTTCTCAAACAACCGTAAACTC | CCGTTAGCAGCCACAGTAGC       |
| <i>NADP-ME1</i> | TATCCATCCTTCTCTTCCATCCG    | GCTACTCTCCGCACACTTGAC      |
| <i>PGL1</i>     | GAGGTGAAGGACGATTGGGTAC     | TAGCAGGCAGGGAAAGAGAGC      |
| <i>BXL5</i>     | GTGTAGAGGAAGGAGATGTGAGTAG  | ATAACGCCACGAAGGAGATTAGG    |
| <i>SPS2</i>     | TGGTGACTCCGCTGCTCTTC       | ACACAACCTCCTCTGCCTCTATCC   |
| <i>GLN1-4</i>   | TCTGGGTCGCTCGTTACATCC      | CGTCGCTCGTTGCCTTCAC        |
| <i>GLN1-1</i>   | TTTAGCCACCCTGATGTTGTAGC    | CTAATGTTGATGCCAGCGTATAAGC  |
| <i>P5CS2</i>    | GGTGTCTTCTGGTGCGGTTG       | CCTGAAATCCTTATCTCTGAAACTGC |
| <i>P5CS1</i>    | TTCCACAACGCAAGCACAAG       | CCACCTCAGCACCAAGTCC        |
| <i>GPX1</i>     | GCTTTCCTTGTAATCAGTTCGG     | TGCTCGGTCCATTACATCG        |
| <i>GSTF3</i>    | CTCCCAGCAGACTCCAAGAAC      | GCCTAGCCTCGTAGACATCAAG     |
| <i>APX1</i>     | AGCGAAGATGACGAAGAACTACC    | AACCTAAGAGCAATGTGGAGACC    |

# Supplementary material for: Transcriptomic and Metabolomic Analyses Reveal That Fullerol Improves Drought Tolerance in Brassica napus L
**Source:** Int J Mol Sci. 2022 Dec 4;23(23):15304. doi: 10.3390/ijms232315304
**Supplement:** Supplementary file 1

**Table S2.** The data obtained from sequencing different samples in leaves of *B. napus* under water and fullerol treatments. CK: check with sufficient water condition; D: drought; F: fullerol.

| Sample name | Raw reads | Clean reads | Q30 (%) | Total mapped | Uniquely mapped | Number of FPKM (>1) |
|-------------|-----------|-------------|---------|--------------|-----------------|---------------------|
| CK1         | 58154238  | 56213860    | 91.3    | 88.1%        | 84.5%           | 47759               |
| CK2         | 58247532  | 56425320    | 93.0    | 88.9%        | 85.2%           | 47806               |
| CK3         | 54015134  | 52343136    | 93.1    | 88.8%        | 85.2%           | 48033               |
| D1          | 58896344  | 57028610    | 93.0    | 88.8%        | 84.5%           | 46123               |
| D2          | 56954304  | 55101912    | 92.3    | 88.8%        | 84.6%           | 46202               |
| D3          | 58074628  | 56427842    | 93.1    | 88.5%        | 84.4%           | 46893               |
| D + F1      | 56241264  | 54465614    | 93.0    | 89.2%        | 85.1%           | 47292               |
| D + F2      | 64665902  | 62866522    | 93.2    | 88.9%        | 84.7%           | 47984               |
| D + F3      | 57748296  | 55892760    | 93.1    | 88.4%        | 84.5%           | 48924               |

How the deposited data were processed for this re-analysis (not part of the article)

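Gene expression was measured by RNA sequencing in the third leaf of 25-day-old oilseed rape plants of cultivar Zhongshuang 11. The plants were kept at 80% of field capacity (CK), or the soil water was reduced to 30% of field capacity by the day of sampling, without (D) or with 100 mg/L fullerol on the leaves (D + F). Each group had 3 libraries, numbered 1 to 3, and each of the 9 deposited files held 1 library.

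The files list 104592 genes each, of which 101040 carry a Bna identifier and 3552 are loci that the files list outside the Bna gene models. The values are FPKM, and per the paper the authors made them before deposit by removing low-quality, adapter and poly-N reads, aligning the read pairs to the *B. napus* genome with TopHat (2.0.12) on a Bowtie (2.2.3) index, and counting reads per gene with HTSeq (0.6.1). The paper tests differences with the DESeq R package (1.18.0) on read counts, which the files do not hold. The reads could not be aligned again here, and the paper does not say how reads that match several gene copies were counted.

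FPKM is a read count divided by a gene's length and by a library's total, so the digits of the values hold those numbers. Whole reads, gene lengths and library totals were solved from them for 76351 of the 76352 genes above 0 in any library, with 99.998% of 589231 values giving a whole number of reads and a median length of 954 bases. Tested on simulated data, the procedure returned every read count exactly for 97.4% of 74582 genes and the library totals without error. The solved totals lay between 21939148 and 26042002 read pairs, so that 3 reads on a gene of 1 kilobase correspond to an FPKM of 0.115 to 0.137. A group in which no library had more than 3 reads was treated as being at the floor, and a fold against it is given as a lower bound.

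Genes with an FPKM above 1 in at least 3 of the 9 libraries were tested, 50626 in all. For each comparison (D vs. CK, D + F vs. CK and D + F vs. D), a linear model was fitted to log2(FPKM + 1) of the 6 libraries concerned with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a mean-variance trend. DEGs are genes with a Benjamini-Hochberg adjusted p under 0.05, with no minimum change. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Tested on simulated data with 3 libraries per group and 47551 genes, limma's test called 199 of 199 changed genes with the right sign, and 14 unchanged genes, which made up 6.57% of its calls. The changed genes were well expressed and changed several-fold, so calls of smaller changes were not tested. Fitted log2 fold changes had a slope of 0.853 on the simulated ones.

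The return of D + F toward CK was computed for each DEG of D vs. CK as the log2 difference between D + F and D divided by that between CK and D, and summarized by the median. Its value without any effect was taken from 40 simulated draws, in which log2 values were normal around the measured means with independent genes. The spread was that of the limma fit on all 9 libraries. The design had set out the spread of the D libraries instead, and 40 draws with it, CK having the spread of the CK libraries, are given beside the others.

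The alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5 as the filter, median-of-ratios scaling over 39770 genes above 1 FPKM in all 9 libraries (factors from 0.905 to 1.134), quantile normalization, 1 fit on all 9 libraries, the replicate number as a block, limma without trend, a minimum change of 2-fold, and leaving out each library in turn. For the return toward CK, genes were also chosen without replicate i of CK and D and measured on those left-out libraries. Added after seeing the data were limma's voom on the solved reads, the block together with median-of-ratios scaling, the return over genes with a left-out difference above 0.5, and, for single genes, the filters and limma without trend.

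Single genes are printed by rule: the 14 genes of Figure 5, every identifier of the genes of File S10 that the paper names in the sentence concerned (1 gene is not reported here), and per comparison the 2 largest rises and 2 largest falls among DEGs whose libraries do not overlap and whose mean reaches 10 FPKM in the higher group. The most abundant transcript in D was added after its values were seen. File S10 genes that the paper's sentences do not name are not printed, apart from examples that went against the printed members of their family. Among these are *CWINV1*, *CWINV3*, *BFRUCT3* and *TSB1*, given with their families. In D vs. CK, *RFS2* BnaA09g36810D rose from 3.36 to 63.1 FPKM, *GOLS2* BnaCnng63310D from 0.148 to 10.4 and *SUS3* BnaA09g00710D from 1.05 to 7.51. Of the 123 File S10 identifiers tested in D vs. CK, 57 were up-regulated DEGs and 51 down-regulated DEGs. The pathway lists of Files S7 to S9 were used as counts only.

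None of the 104592 identifiers occurs in the reference gene table at hand, so no names, coordinates or annotated gene sets could be attached. GO and KEGG enrichment was left out for the same reason. Physiological measurements and RT-qPCR are not part of the files.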

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

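All tests of technical explanations in this part were chosen after the results were seen; the comparisons, filters, scalings and left-out libraries were set before the data were examined.

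The paper does not discuss some of the genes that rose most, although their levels are in its data. The second largest rise in D + F vs. D is not among these, since it was *GLN1-4* BnaC02g06690D, which the paper discusses. In D vs. CK, BnaA02g15910D reached 4893 ± 864 FPKM (SD, n = 3) in D from 6.85 ± 8.35 in CK, with a log2 fold change of 9.80 that lay between 9.29 and 10.65 with any 1 library left out. BnaA03g09530D reached 11462 ± 3802 FPKM in D from 17.4 in CK (log2 fold change 9.41, between 9.02 and 9.91 with 1 library left out). BnaC03g29650D, for D + F vs. CK, had 1046 ± 937 FPKM in D + F from 973 to 9753 reads per library, and 1 read in each CK library, so it was at least 1664-fold higher in D + F, or at least 861-fold without D + F 3. This gene of 207 bases also had 674.6 ± 97.7 FPKM in D, so it was high under drought without fullerol as well. The largest rise in D + F vs. D was that of BnaA10g07250D, which had 51.5 ± 34.9 FPKM in D + F and 3.22 ± 1.08 in D, with all 3 D + F libraries above all 3 D libraries, but 35.0 ± 45.0 in CK.

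BnaA10g07250D is the least certain of these. Its log2 fold change of 3.47 was called in 1 of the 6 fits without 1 library, with an adjusted p of 0.0922 by limma's test without D 1, and it was not called in a fit on all 9 libraries or, among the settings added for single genes after seeing the data, without the filter on low values. Over the alternatives apart from the block, limma's adjusted p went from 0.0223 to 0.102.

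Scaling between libraries is argued against as the source of these rises, since the lowest log2 fold change among the 4 genes under median-of-ratios scaling, quantile normalization and voom on the solved reads was 3.29. So is a single mislabelled library, since the lowest value with 1 library left out was 2.97. Reads shared between gene copies stay open, since they could not be tested without sequences. The library totals bear on them only indirectly. Read pairs times 2 over the uniquely mapped share of the paper's Table S2 gave 51500347 to 61492331 clean reads, where Table S2 has 52343136 to 62866522. This does not show how reads on single genes were counted. A response to the treatments that the design names also stays open. These are the water deficit in D vs. CK, the deficit with fullerol in D + F vs. CK, and fullerol in D + F vs. D. No names could be attached to the identifiers.

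The most abundant transcript in D, BnaC06g33320D, is also not mentioned in the paper, and it was chosen after its values were seen. It had 28263 ± 2514 FPKM in D, 1632 in CK and 11754 in D + F, and took 1.7% to 2.03% of all reads in the D libraries against 0.104% to 0.111% in CK and 0.601% to 0.901% in D + F. Its log2 fold change in D vs. CK was 4.11 (adjusted p = 0.000795 by limma's test), between 4.04 and 4.17 with 1 library left out, with all 3 D libraries above all 3 CK libraries. It was not called without the filter on low values, and limma's adjusted p went from 1.91e-05 to 0.232 over the alternatives apart from the block. The lowest log2 fold change under the scalings and voom was 3.29, which argues against scaling as the source. A short length that inflates FPKM is argued against by the share of reads, which uses no length and was at least 1.7% in D. Reads from other copies may contribute and were not tested.

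Loci that the files list outside the Bna gene models also responded, and the paper gives no counts of DEGs among them. Of 2624 tested, limma's test called 583 in D vs. CK, 260 up and 323 down, which is 22.2% against 32.6% of the annotated genes and 30.5% expected at their expression level. D + F vs. CK had 330, 190 up and 140 down, and D + F vs. D had 13, 10 up and 3 down. In D vs. CK the count fell to 363 without CK 2 and 376 without D 3, in D + F vs. CK to 122 without CK 2, 115 without D + F 2 and 152 without D + F 3, and in D + F vs. D to 1 without D 1, 3 without D 3 and 0 without D 2, D + F 2 or D + F 3 (216, 213 and 212 loci at an unadjusted p under 0.05). Genomic DNA or unspliced transcripts in 1 group would raise these loci together there. The DEGs went both ways in both comparisons with CK, with 44.6% up-regulated in D vs. CK and 57.6% in D + F vs. CK with the values as deposited, 57.5% and 59.3% after median-of-ratios scaling, 58.4% and 58.0% with voom, and at most 61.2% and 64.9% in any setting, which argues against such reads as the only source of these DEGs. The 13 in D + F vs. D are too few to use for this. A difference in depth between the groups is argued against by the library totals, which overlap (21939148 to 23703618 read pairs in CK and 23028101 to 23674820 in D, a gap of -675517). Whether these loci are genes of their own or parts of neighbours could not be tested without their coordinates.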

How the results depend on the processing

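The tests of other splits of the libraries were chosen after the results were seen, as were voom on the solved reads, the block with median-of-ratios scaling, the cross-fitted return over genes with a left-out difference above 0.5 and, for single genes, the filters and limma without trend.

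In D vs. CK, limma's test called 16209 DEGs. Over the alternatives on all 9 libraries apart from the block, the count moved by more than 1.5 times only with a minimum change of 2-fold (8151). It ran from 10006 without CK 2 to 17377 without CK 3, with 10288 without D 3. The count for D + F vs. CK was 8641, with 5048 at 2-fold or more and 3125 (without D + F 2) to 9591 (without CK 3) with 1 library left out, including 3228 without CK 2 and 4194 without D + F 3. Each left-out fit has fewer samples, and why single libraries differ in their effect was not tested. For each of these comparisons, 1 of the 10 splits of its 6 libraries, the real one, gave as many DEGs; the next largest gave 1.

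D + F vs. D had 580 DEGs and depended most on the settings. Testing without the filter left 22 (11384 genes had an unadjusted p under 0.05), a mean FPKM of at least 5 left 322 of fewer genes tested, and voom also left 322. With 1 library left out, the count went from 0 without D + F 2, where 6254 genes had an unadjusted p under 0.05, to 576 without D + F 1, with 2 without D 1, 11 without D 2, 179 without D 3 and 30 without D + F 3. Of the 10 splits of its 6 libraries, 1, the real one, gave as many DEGs, and the next largest gave 34.

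The DEGs shared by D vs. CK and D + F vs. CK in the same direction, 7489, ran from 2912 (without CK 2) to 8214 (without CK 3), with 2966 without D + F 2 and 3943 without D + F 3. The alternatives on all 9 libraries that were run for this count stayed within 1.5 times. A minimum change of 2-fold was not among them.

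The median return of D + F toward CK, 0.280, was 0.293 with a pseudocount of 0.1, 0.254 with median-of-ratios scaling, 0.239 with quantile normalization and 0.258 with voom. These shifts exceed the SD of 0.00924 between D + F libraries as deposited, but of the 4 only that with quantile normalization exceeds the SD after median-of-ratios scaling, 0.0292. With 1 library left out it was 0.250 (without CK 3) to 0.293 (without D 2). The cross-fitted value was 0.261, and 0.263 over genes with a left-out difference above 0.5. The cause of these shifts was not tested.

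Of the DEGs of D vs. CK, 431 changed back in D + F vs. D. This was 8 without the filter, 268 with a mean FPKM of at least 5 and 243 with voom. It was 0 without D + F 2, where D + F vs. D had no DEG at all and 6254 genes had an unadjusted p under 0.05, and up to 460 without CK 3, with 1 without D 1, 8 without D 2, 112 without D 3 and 18 without D + F 3.

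The replicate number as a block gave 11986, 11060 and 1 DEGs in D vs. CK, D + F vs. CK and D + F vs. D (8413 genes with an unadjusted p under 0.05 in the last), 7796 shared DEGs, a return of 0.273 and 1 DEG changed back. With median-of-ratios scaling as well, it gave 11628, 11267 and 5 DEGs, 8021 shared, a return of 0.252 and 5 changed back. The numbers do not seem to pair the libraries in D vs. CK or D + F vs. D. Deviations of libraries with the same number correlated above 0.1 in 0 of 3 numbers in D vs. CK (-0.291 to 0.058). In D + F vs. D this held for 1 of 3 (-0.191 to 0.221), and libraries with different numbers reached 0.259 and 0.324 in these comparisons. In D + F vs. CK it held for 2 of 3 (0.053 to 0.306), all above the libraries with different numbers (-0.276 to 0.0425). A link between libraries with the same number therefore stays open there. The block also uses up degrees of freedom, but the tables do not show that this caused the lost calls. On simulated data with 47551 genes, the blocked fit still called 199 changed genes (100%), along with 24 unchanged ones. Those genes were well expressed and changed several-fold, so the simulation cannot tell whether smaller changes lose their calls. In D + F vs. CK the block raised the count from 8641 to 11060. Why calls were lost in D + F vs. D therefore stays open, and a lost call alone does not give the size of an effect.

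For single genes, 122 of 155 pairs of a gene and a comparison were called, and 50 of these lost their call in at least 1 fit without 1 library (18 in D vs. CK, 9 in D + F vs. CK and 23 in D + F vs. D). The sign changed for 6, all with 1 library left out. *MDH1* in D + F vs. D went from -0.14 (without D 1) to 0.065 (without D 2) for BnaA08g01250D and from -0.24 (without D + F 3) to 0.14 (without D 3) for BnaC07g14970D. *Acy1b* BnaA06g40880D in D + F vs. CK went from -0.073 (without D + F 1) to 0.20 (without D + F 3), *GAPC* BnaA09g46260D in the same comparison from -0.23 (without CK 3) to 0.16 (without D + F 3), and *PME3* BnaC01g37010D from -0.092 (without CK 3) to 0.40 (without D + F 3). *BXL5* BnaAnng39260D in D vs. CK went from -0.042 (without D 3) to 0.45 (without D 2). Calls lost in D vs. CK, D + F vs. CK and D + F vs. D numbered 0, 1 and 2 with a pseudocount of 0.1; 1, 0 and 0 with median-of-ratios scaling; 2, 2 and 1 with quantile normalization; 0, 0 and 8 in a fit on all 9 libraries; 0, 2 and 4 with voom; 7, 7 and 23 without the filter; 0, 1 and 1 with a mean FPKM of at least 5; and 0, 0 and 0 without a trend in limma. The block lost 10, 0 and 23, and with median-of-ratios scaling 12, 0 and 22.

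The annotated gene sets (camera, and fry as its alternative) were not run, because the identifiers occur in no annotation at hand. Counting genes above an FPKM of 0.5 instead of 1 moved the count of no library by more than 1.5 times.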

Differences from the paper's values

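All tests of technical explanations were chosen after the results were seen; the alternatives named here were set before the data were examined, except voom on the solved reads, the block together with median-of-ratios scaling and, for single genes, the filters and limma without trend, which were chosen after seeing the values.

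The paper reports 1222 DEGs in D + F vs. D, 693 up-regulated and 529 down-regulated. The values as deposited gave 580 by limma's test, 409 up-regulated and 171 down-regulated. No alternative closed the gap in the total or in either direction. The largest total was 595 without a trend in limma, the largest up-regulated number 446 without D + F 1, and the largest down-regulated number 237 with quantile normalization.

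For D vs. CK, the paper reports 5917 down-regulated DEGs, against 9961 here. A minimum change of 2-fold gave 4829, a mean FPKM of at least 5 gave 6355, median-of-ratios scaling 8675, quantile normalization 8399, and the replicate number as a block 7215. Leaving out CK 2 gave 6194, D 1 gave 6524, D 2 gave 6674 and D 3 gave 6486. Of the alternatives chosen after seeing the values, voom on the solved reads gave 8325 and the block with median-of-ratios scaling 6008. All of these came within 1.5 times of the paper's number. Median-of-ratios scaling also evened the split, with 8259 up-regulated and 8675 down-regulated DEGs, where the paper has 6003 and 5917. The total stayed above the paper's, with 16934 against 11920. Those that did not were a pseudocount of 0.1 (9922), no filter (8983), a fit on all 9 libraries (10974), limma without trend (9864), and the fits without CK 1 (9198) or CK 3 (9877).

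Figure 5, read by eye, shows values of the opposite sign for 3 genes. *SPS2* in D vs. CK is at about 0.2 in Figure 5, and the log2 ratio of mean FPKM here was -0.40, with -0.27 after median-of-ratios scaling, -0.26 after quantile normalization and -0.74 to -0.06 with 1 library left out. *GLN1-1* in D + F vs. CK is at about 2.7 in Figure 5 against -2.66 here (-2.72 and -2.902 with the scalings, -3.14 to -2.33 with 1 library left out). *APX1* in D + F vs. D is at about 0.9 in Figure 5 against -0.34 here (-0.51 and -0.41 with the scalings, -0.53 to -0.08 with 1 library left out). None of these settings closed the gaps. Leaving out the gene of opposite sign in each comparison, the largest differences from Figure 5 with the values as deposited were 0.213 (D vs. CK), 0.127 (D + F vs. CK) and 0.224 (D + F vs. D). After median-of-ratios scaling they were 0.0866, 0.0663 and 0.0978, so Figure 5 lies nearer to the scaled values. With quantile normalization they were 0.777, 1.28 and 0.575. Bars for the 3 comparisons of a gene should add up, and in Figure 5, read by eye, they miss this by about -5.4 for *GLN1-1*, 1.4 for *APX1* and 0.5 for *SPS2*.

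Directions in the paper's text differ for *HDH* and for 1 of the 2 identifiers of *GLN1-3*. *HDH* had a log2 fold change of 1.32 in D + F vs. CK, where the paper lists it as down-regulated. *GLN1-3* BnaA05g22420D had 1.02 in D vs. CK, where the paper also lists the gene as down-regulated. Neither sign changed under any alternative, the block or a left-out library. The other identifier of *GLN1-3*, BnaCnng57900D, went in the paper's direction and was at least 4.49-fold lower in D.

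Some genes that the paper calls DEGs did not pass limma's test here. *GLT1* BnaA03g12250D in D vs. CK missed the threshold (adjusted p = 0.0502 by limma's test, from 0.00784 to 0.144 over the alternatives apart from the block), and it was called with median-of-ratios scaling, quantile normalization, a mean FPKM of at least 5, voom and without CK 3. *Acy1b* BnaA06g40880D in D + F vs. CK had a log2 fold change of 0.07 and was not called. Limma without trend gained 1 call among the single genes in D + F vs. D. The next statements on that comparison leave this setting aside. *PGDH2*, the *MDH1* identifiers, *CORI3*, *GSH3*, *P5CS2* BnaC08g26550D and *P5CS1* BnaC04g05620D were not called in D + F vs. D under the other settings run. In that comparison *ACLB-2* and *PAL2* were called only without D + F 1, *NADP-ME1* BnaC07g01180D only in a fit on all 9 libraries, *P5CS1* BnaA04g22810D with median-of-ratios scaling, quantile normalization, voom and a fit on all 9 libraries, and *P5CS1* BnaA05g05760D only in a fit on all 9 libraries. *HXK3*, *PRODH2* and *TSB2* BnaA04g08710D did not pass the filter on low values and were not called without it. *ADT4* and *GLN1-3* BnaCnng57900D in D vs. CK and *MIOX2* in D + F vs. CK did not pass it either, and were called without it. *GOLS3* BnaC08g50010D, in the comparison with D, had at most 3 reads per library in D and D + F.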

Other observations

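The comparisons, filters, scalings, left-out libraries, replicate block and median return toward CK in this part were set before the data were examined. The simulated draws were planned with the spread of the D libraries, and those given here use the spread of the fit on all 9 libraries. All other tests in this part were chosen after the results were seen, voom on the solved reads among them.

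More DEGs were lower than higher in D vs. CK with the values as deposited, and 38.5% were up-regulated. FPKM shares out a fixed total, so abundant genes that rise press the others down. The 10 most read genes took 4.84% to 5.96% of the reads in D libraries against 3.49% to 4.42% in CK. A few genes as the whole cause are argued against, because with library totals taken without the 10 most read genes of each library (30 genes), 42.8% of DEGs were up-regulated. With totals taken without the 1000 most read (1773 genes), 49.2% were, near the 48.8% with median-of-ratios scaling. The excess of lower genes may therefore come from the abundant genes together taking a larger part of the reads in D, and whether total RNA per cell changed is not measured by these files.

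The share of up-regulated DEGs fell with gene length, from 50.7% in the shortest class to 25.3% in the longest in D vs. CK and from 67.5% to 33.3% in D + F vs. CK. Among the DEGs of D + F vs. D it rose instead, from 61.2% to 79.5% (45.9% to 67.2% after median-of-ratios scaling), but over all genes tested the change fell with length in this comparison too (Spearman correlation of log2 fold change and length -0.0930, with -0.130 in D vs. CK and -0.199 in D + F vs. CK, and -0.106 in both D + F vs. D and D vs. CK at equal expression). A few genes taking most of the reads would act on all lengths alike, and the gap between the shortest and longest class in D vs. CK was still 23.6 percentage points after median-of-ratios scaling. The slopes on log2 length were 0.0526 to 0.0573 in CK, -0.0514 to 0.00362 in D and -0.110 to 0.0142 in D + F, so each CK library lies above each D and D + F library (chance gives 10% for 3 libraries against 3), while the slopes also differed by 0.124 among the D + F libraries themselves. Length bias between libraries, for instance from RNA quality, cannot be told apart from a response that differs with length, because the difference goes with the groups and the slopes vary widely within D and D + F. As the source of the DEGs it is argued against, since after removing each library's length trend 14228 of the 16209 DEGs in D vs. CK and 407 of the 580 in D + F vs. D stayed DEGs.

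D + F lay between D and CK for most drought-responsive genes. Sharing the D libraries between both sides of the ratio gave a median return of at most 0.0428 in simulated draws without effect and with independent genes, against 0.280. The scaling between libraries is argued against as its source, since the median was 0.254 with median-of-ratios scaling. Leaves of D mixed with leaves or RNA of CK would give the same share of CK from up- and down-regulated genes, but these shares differed by at least 0.266 in each D + F library (0.669, 0.360 and 0.434 from 859 up-regulated genes against 0.1202, 0.0942 and 0.116 from 1066 down-regulated genes). A drought response that is only weaker would leave no gene outside the range of D and CK. By calls, 63 genes were above (50) or below (13) both, 54 of them not DEGs of D vs. CK, with 56 under median-of-ratios scaling, 39 with voom and at most 2 in simulated draws. The count was 0 without D 1 or without D + F 2, 1 without D 2, 5 without D + F 3, 29 without D 3, 22 without CK 2, 5 without the filter and 23 with a mean FPKM of at least 5. It was 99 without D + F 1, and 0 with the replicate number as a block. Where it was 0, 793 (without D 1), 754 (without D + F 2) and 1385 genes (with the block) lay outside both at an unadjusted p under 0.05, against 1077 with all libraries and no block. A merely weaker response therefore cannot be told apart from one that differs in kind, because these calls hang on single libraries. Differences in soil water or leaf age between D and D + F plants were not measured in the files and stay open. The paper cites its earlier work for a higher leaf relative water content in D + F than in D, which bears on a weaker response.

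The genes that fell most are also not discussed in the paper. BnaA09g49730D, at 444 FPKM in CK, was at least 1037-fold lower in D and had a log2 fold change of -7.94 in D + F vs. CK. BnaA04g00240D, at 192 FPKM in CK, was at least 462-fold lower in D. BnaC04g41400D, at 196 FPKM in CK, had a log2 fold change of -6.72 in D + F vs. CK. BnaC06g22120D fell from 170 FPKM in D to 4.62 in D + F (log2 fold change -5.01), was called in 2 of the 6 fits without 1 library (adjusted p = 0.0728 by limma's test without D 1, from 0.00554 to 0.0728 over the alternatives apart from the block) and not without the filter on low values. BnaCnng63660D, at 28.6 FPKM in D, was at least 41.5-fold lower in D + F, was called in 3 of the 6 fits (adjusted p = 0.0769 by limma's test without D + F 2, from 0.00565 to 0.115 over the alternatives apart from the block) and not without the filter or with voom. BnaC06g22120D (120 bases) and BnaCnng63660D (183 bases) had 0 reads in every CK library, so their falls in D + F vs. D went back toward the level of CK.

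The A and C subgenomes responded alike in number, with 33.4% and 31.8% of their tested genes called in D vs. CK by limma's test.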
